# Myc controls NK cell development, IL-15-driven expansion, and translational machinery

**DOI:** 10.26508/lsa.202302069

**Published:** 2023-04-27

**Authors:** Hanif J Khameneh, Nicolas Fonta, Alessandro Zenobi, Charlène Niogret, Pedro Ventura, Concetta Guerra, Ivo Kwee, Andrea Rinaldi, Matteo Pecoraro, Roger Geiger, Andrea Cavalli, Francesco Bertoni, Eric Vivier, Andreas Trumpp, Greta Guarda

## Abstract

MYC is a pleiotropic transcription factor involved in cancer, cell proliferation, and metabolism. Its regulation and function in NK cells, which are innate cytotoxic lymphocytes important to control viral infections and cancer, remain poorly defined. Here, we show that mice deficient for Myc in NK cells presented a severe reduction in these lymphocytes. Myc was required for NK cell development and expansion in response to the key cytokine IL-15, which induced Myc through transcriptional and posttranslational mechanisms. Mechanistically, Myc ablation in vivo largely impacted NK cells’ ribosomagenesis, reducing their translation and expansion capacities. Similar results were obtained by inhibiting MYC in human NK cells. Impairing translation by pharmacological intervention phenocopied the consequences of deleting or blocking MYC in vitro. Notably, mice lacking Myc in NK cells exhibited defective anticancer immunity, which reflected their decreased numbers of mature NK cells exerting suboptimal cytotoxic functions. These results indicate that MYC is a central node in NK cells, connecting IL-15 to translational fitness, expansion, and anticancer immunity.

## Abstract (precis)

Myc ablation in vivo impacts immature NK cells’ ribosomagenesis and development. Accordingly, mice with NK cells lacking Myc exhibit impaired anticancer immunity.

## Introduction

NK cells, which are important to control selected cancers and infections, express multiple germ-line-encoded activating and inhibitory receptors. The latter are engaged by major histocompatibility complex class I (MHCI) molecules, whose expression can be lost by hazardous cells trying to evade T cell responses. Conversely, activating receptors are engaged by ligands expressed by stressed cells, including infected and transformed ones. NK cell cytotoxic activity therefore depends on the imbalance towards activating signals (Narni-Mancinelli et al, 2011). Recently, the generation of chimeric antigen receptor-engineered NK cells and of “multifunctional engagers” promoting NK cell activation against tumoral cells further fueled the interest in these lymphocytes (Gardiner, 2019).

NK cell development takes place in the BM and it is largely driven by IL-15 (Kennedy et al, 2000). In the mouse, CD27 single-positive (CD27SP) cells are immature and feature high proliferative and metabolic activity. NK cells further mature through a CD27 and CD11b double-positive (DP) stage to a terminally differentiated CD11b single-positive (CD11bSP) subset, which represents the largest peripheral population and is characterized—unless stimulated—by a quiescent state (Marcais et al, 2014). This is important, as these lymphocytes might otherwise trigger tissue damage or give rise to malignancies (Gianchecchi et al, 2021). These include NK cell-derived lymphoma, in which increased levels of the proto-oncogene MYC correlate with poor prognosis (Huang et al, 2014; Wang et al, 2017; Xiong et al, 2020).

MYC is a well-known transcription factor involved in various types of cancers (Dhanasekaran et al, 2022). Even if MYC-binding sites are common throughout the genome, the landscape of its target genes varies based on the investigated cell type (Campbell & White, 2014; Link & Hurlin, 2015). Although the best characterized process controlled by MYC is proliferation, many others are regulated by this transcription factor (Dang et al, 2006; Bretones et al, 2015). In NKT and T cells, its role in development, activation, and proliferation (Bianchi et al, 2006; Dose et al, 2006, 2009; Jiang et al, 2010; Nozais et al, 2021) and in orchestrating specific metabolic configurations (Wang et al, 2011; Marchingo et al, 2020; Saravia et al, 2020) has emerged in the past years.

As for NK cells, exposure to inflammatory cytokines IL-12 and IL-2 or IL-18 has been shown to induce MYC, which in turn increased glycolysis, mitochondrial activity, and effector functions (Loftus et al, 2018; Dong et al, 2019). Stimulation with IL-15, which is crucial for both NK cell homeostasis and effector function, was shown to increase *MYC* transcription (Cichocki et al, 2009; Ma et al, 2022), which was reported to mediate the up-regulation of NK cell inhibitory receptors (Cichocki et al, 2009) and maintain normal numbers of peripheral NK cells (Dong et al, 2019). Whereas these notions suggest that MYC represents a key factor in NK cells and in mediating the effects of IL-15, we still lack information on its regulation, transcriptional targets, and specific function in these lymphocytes.

We thus set out to investigate MYC expression and the transcriptional landscape regulated by this transcription factor in NK cells. We found that Myc is highly expressed in the more immature BM subsets, whereas its levels are significantly lower in splenic NK cells. In line with this, IL-15 induced and stabilized MYC through distinct mechanisms in both murine and human NK cells. Mice lacking Myc in NK cells presented a substantial reduction of NK cell numbers in the periphery, which was due to a cell-intrinsic defect in developing NK cells. Mechanistically, Myc-deficient NK cells presented a strongly perturbed network of genes coding for ribosome and translation-related proteins, which substantially affected their translation rate and expansion upon IL-15 stimulation, a phenomenon largely recapitulated in human NK cells upon MYC blockade. Together, our results indicate a key role for Myc in regulating translation capacity during IL-15-induced proliferation and the tightly coupled developmental program in NK cells, eventually leading to defective cell numbers and anticancer immunity.

## Results

### Myc is required for mature NK cell development

We assessed the expression of *Myc* mRNA by quantitative real-time RT–PCR (qRT–PCR) in BM and splenic NK cells, and splenic NK cells of the DP and CD11b SP subsets (Fig 1A). Although *Myc* expression was detected in all tested subpopulations, the highest transcript levels were found in BM NK cells. We therefore tested the expression of Myc at the protein level and found highest Myc expression in CD27SP and DP in the BM, whereas BM-derived CD11b SP and splenic NK cells showed lower levels (Figs 1B and S1A). In line with analyses in human NK cells (Collins et al, 2019), these results suggest that Myc is important for NK cell with high proliferative potential, whereas its reduced levels promote NK cell quiescence in the periphery.

**Figure 1.**
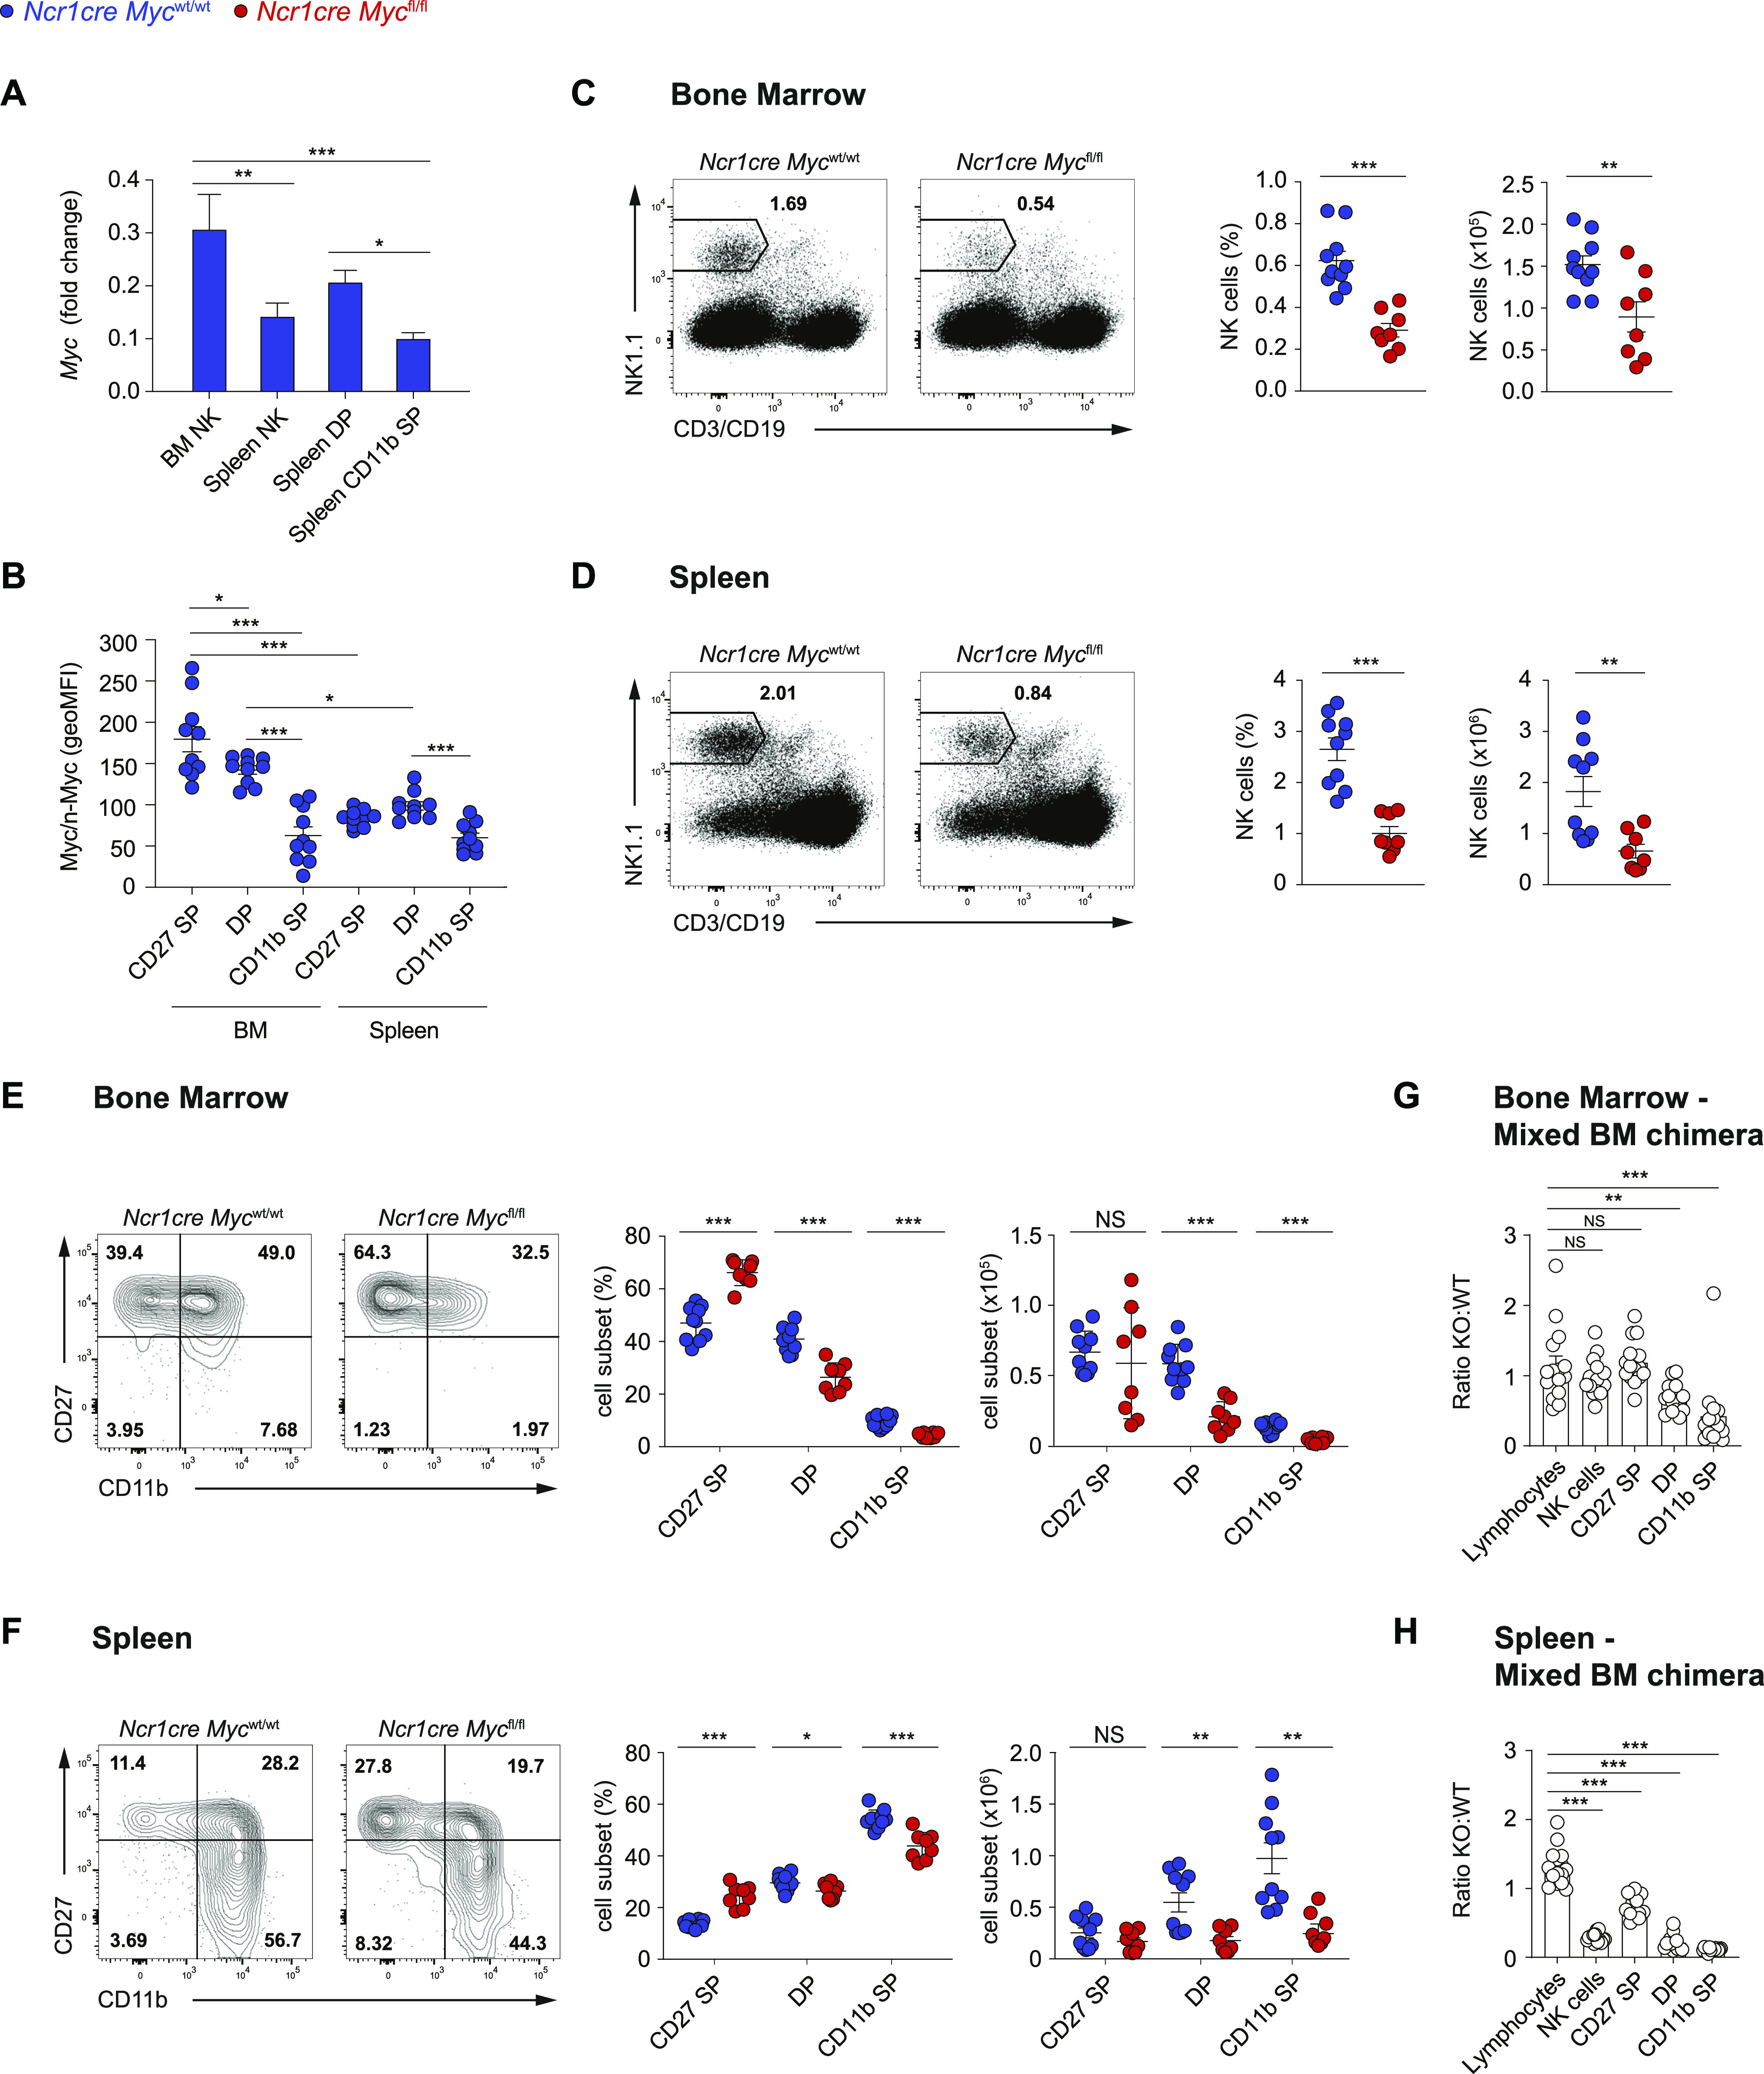
Ncr1cre Myc^fl/fl^ mice present severely decreased NK cell numbers. **(A)** qRT–PCR analysis (normalized to *Polr2a* and *18s*) is shown for *Myc* mRNA in sorted BM NK cells (NK1.1^+^Ncr1^+^CD3/19^−^), and splenic total (NK1.1^+^Ncr1^+^CD3/19^-^), double-positive (DP; CD27^+^CD11b^+^), and CD11b single-positive (CD11b SP; CD27^−^CD11b^+^) NK cells from C57BL/6 mice. **(B)** Myc expression levels in the CD27 single-positive (CD27 SP; CD27^+^CD11b^−^), DP, and CD11b SP NK cell subsets (NK1.1^+^CD3^−^) from the BM and spleen are expressed as geometric MFI. **(C, D)** A representative flow cytometry plot and a quantification of percentages and numbers of NK cells in the BM ((C), CD122^+^NK1.1^+^Ncr1^+^CD3/19^−^) and spleen ((D), NK1.1^+^Ncr1^+^CD3/19^−^) of the indicated mice are shown. **(E, F)** A representative flow cytometry plot and a quantification of percentages and numbers of BM (E) and splenic (F) CD27 SP, DP, and CD11b SP NK cell populations. **(G, H)** Graphs depict the ratio of *Ncr1cre Myc*^fl/fl^ over *Ncr1cre Myc*^wt/wt^ for lymphocytes, total, CD27 SP, DP, and CD11b SP NK cells (CD122^+^NK1.1^+^CD3/19^−^) in the BM (G) and spleen (H) of mixed BM chimeras. **(A, B, C, D, E, F, G, H)** Results depict mean ± SD (n = 3 technical replicates) and are representative of at least two experiments (A), mean ± SEM of n = 10 (B), n = 8−10 (C, D, E, F), and n = 15 (G, H) mice per condition and are a pool of two experiments (B, C, D, E, F, G, H). **(B, C, D, E, F, G, H)** Each symbol represents an individual mouse. **(A, B, C, D, E, F, G, H)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; one-way ANOVA test (A, B), *t* test, unpaired (C, D, E, F, G, H). **(A, B)** Only statistically significant differences are shown in (A) and only statistically significant differences comparing NK cell subsets in the same organ and the same subsets across the two organs are shown (B).

**Figure S1.**
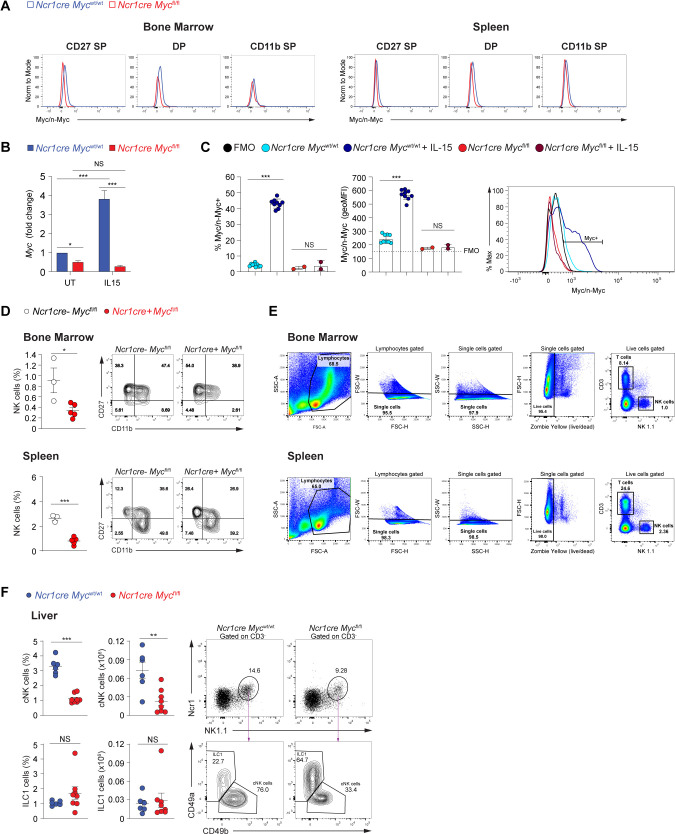
Deletion of Myc in NK cells. **(A)** Representative histogram overlays showing Myc expression levels in the respective NK cell subsets in the BM and spleen. **(B)** The graph shows *Myc* transcript in enriched splenic NK cells from *Ncr1cre Myc*^wt/wt^ and *Ncr1cre Myc*^fl/fl^ mice stimulated for 2 h with 50 ng/ml IL-15 or left untreated. Values (normalized to *Polr2a*) are shown as fold change versus untreated control at 2 h. **(C)** Flow cytometry staining for Myc/n-Myc in splenic NK cells enriched from *Ncr1cre Myc*^wt/wt^ (WT) and *Ncr1cre Myc*^fl/fl^ (KO) mice stimulated or not with 50 ng/ml of IL-15 for 2 h. Geometric MFI values and percentage of Myc-positive cells are shown. Representative histogram overlay is shown on the right panel; the black histogram shows the fluorescence minus one of PE of NK cells stained with all markers of interest except for PE Myc/n-Myc and was used as a negative control. **(D)** Percentages of NK cells (NK1.1^+^Ncr1^+^CD3^−^) in the BM and spleen and representative flow cytometry plots of CD27 SP, DP, and CD11b SP NK cell populations of *Ncr1cre*-negative *Myc*^fl/fl^ and *Ncr1cre Myc*^fl/fl^ mice are shown. **(E)** Representative gating strategy to identify NK cells in the BM and spleen is shown. **(F)** Percentage, number, and a representative flow cytometry plot of conventional NK cells (cNKs; NK1.1^+^Ncr1^+^CD49b^+^CD3^−^) and ILC1s (NK1.1^+^Ncr1^+^CD49a^+^CD3^−^) in the liver of the indicated mice are shown. **(B, C, D, F)** Results are mean ± SD of three technical replicates (B), mean ± SEM of n = 10 Ncr1cre *Myc*^wt/wt^ and n = 2 Ncr1cre *Myc*^fl/fl^ (C), n = 3–5 (D), n = 6–8 (F) mice per condition and are a pool of two experiments (C, F). **(B, C, D, F)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; Two-way ANOVA (B) and *t* test, non-paired (C, D, F).

We thus generated *Ncr1cre Myc*^fl/fl^ mice, in which, Myc expression is deleted in NK cells at the immature stage (Trumpp et al, 2001; Narni-Mancinelli et al, 2011). Deletion was corroborated by qRT–PCR (Fig S1B). Given that the antibody used for Myc detection can recognize both Myc and n-Myc, generation of Myc-deficient NK cells also allowed us to ensure specificity of the staining for Myc in these lymphocytes (Fig S1C). Our analyses of *Ncr1cre Myc*^fl/fl^ mice further showed that the percentage and number of NK cells were significantly reduced as compared with control mice, both in the BM and in the spleen (Figs 1C and D and S1D; a typical gating strategy for NK cells in the BM and spleen is shown in Fig S1E). Whereas the effect of Myc deficiency on the numbers of CD27 SP NK cells was variable, which is in line with the recent activation of Cre expression in this subset, a prominent decrease in NK cell numbers at the more mature CD11b^+^ maturation stages was observed in the BM and spleen (Figs 1E and F and S1D). Mixed BM chimeras demonstrated that deletion of this transcription factor affected the numbers of CD11b^+^ NK cells in a cell-intrinsic manner (Fig 1G and H). Interestingly, liver conventional NK cells were also markedly decreased in percentage and number, whereas the CD49a^+^ type 1 innate lymphoid cells (ILC1s), in which *Ncr1cre*-mediated deletion is also expected (Ali et al, 2016; Cuff & Male, 2017; Ducimetiere et al, 2021), did not show a similar decrease (Fig S1F). Together, these results indicate that Myc is critical for the development of conventional NK cells.

### Myc is integral to NK cell proliferation

We thus asked whether the developmental defect of Myc-deficient NK cells was related to a defect in proliferation. We found that the highly dividing CD27 SP NK cells and the DP NK cells from *Ncr1cre Myc*^fl/fl^ mice presented strongly reduced levels of the proliferation marker Ki67 as compared with the control counterparts in the BM and spleen (Fig 2A and B). Of note, the levels of the antiapoptotic protein Bcl2 were not decreased in these cells (Fig 2C). Furthermore, we confirmed that reduced percentages of Ki67-positive cells among CD27 SP and DP Myc-deficient NK cells were observed in mixed BM chimeras (Fig 2D and E). This indicates that, in particular, CD27SP NK cells rely on Myc to expand, explaining the decreased numbers of Myc-deficient peripheral NK cells.

**Figure 2.**
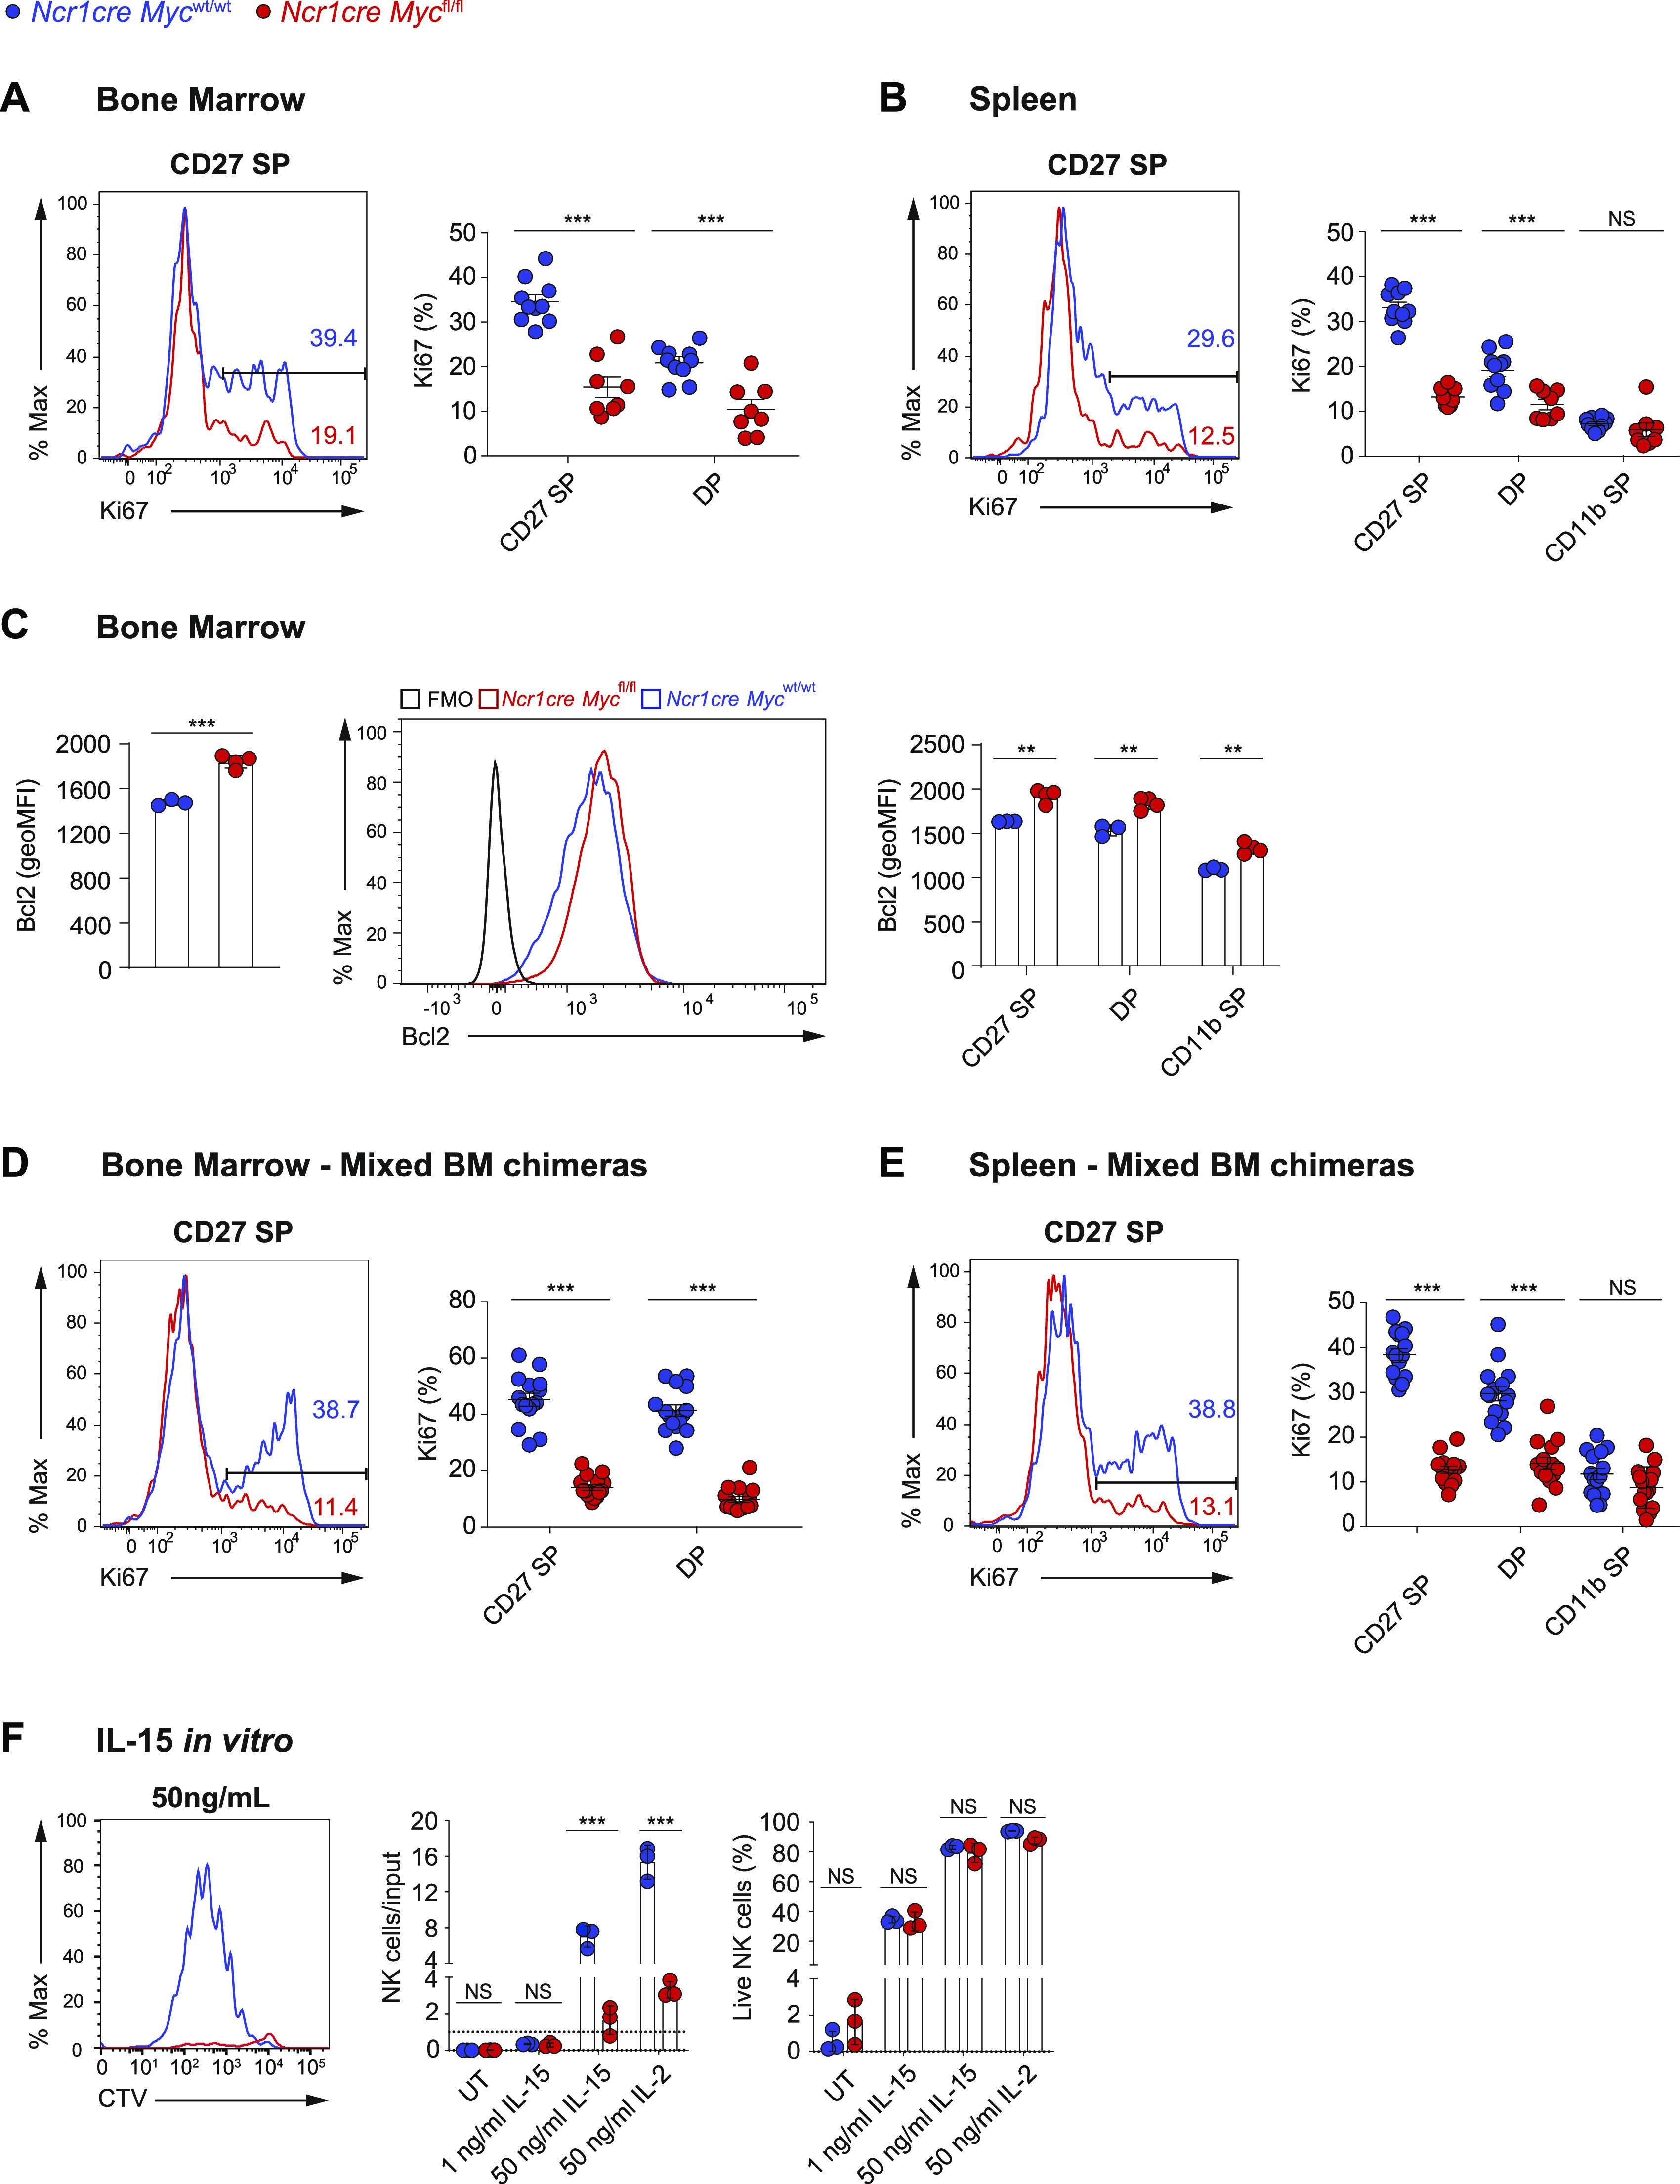
Myc-deficient NK cells exhibit a defective response to IL-15. **(A, B)** Percentages of Ki67^+^ cells among the indicated subsets are shown in the BM (A) and spleen (B) of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice. **(C)** Graphs show geometric mean and a representative flow cytometry plot of Bcl2 expression in BM NK cells (NK1.1^+^Ncr1^+^CD3^−^) and in CD27 SP, DP, and CD11b SP NK cells of indicated genotypes. **(D, E)** Percentages of Ki67^+^ cells among the indicated subsets in the BM (D) and spleen (E) of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mixed BM chimeras. **(F)** Splenocytes from *Ncr1cre Myc*^fl/fl^ and control mice were cultured in vitro in the presence of the indicated doses of IL-15 or IL-2. Graphs show a representative cytometric profile of cell trace violet dilution by NK cells (gated as NK1.1+ CD3/19^−^), the ratio of live NK cell numbers (PI negative) normalized to the numbers of seeded NK cells of the same genotype, and the percentage of live cells among the NK population of the indicated genotypes after 4 d of culture. **(A, B, C, D, E, F)** Results represent mean ± SEM of n = 8–10 mice per genotype (A, B), ± SEM of n = 3–4 mice per genotype (C), n = 15 chimeric mice (D, E), mean ± SD of n = 3 technical replicates and are a pool of two independent experiments (A, B, D, E) or representative of at least two independent experiments (C, F) and each symbol represents an individual mouse (A, B, C, D, E). **(A, B, C, D, E, F)** Statistical comparisons are shown; **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; *t* test, unpaired.

Given the importance of IL-15 in driving NK cell development in vivo (Lee et al, 2011; Marcais et al, 2013), we assessed in vitro the response of Myc-deficient NK cells to this cytokine. At an IL-15 concentration not inducing cell division, the survival of these cells was comparable with the one of control NK cells (Fig 2F). Moreover, in response to IL-15 doses inducing cell division, the percentage of live cells was comparable between the two genotypes, whereas Myc-deficient NK cells exhibited severely compromised expansion, hinting to an important proliferative defect (Fig 2F). Of note, a similar result was obtained also in response to IL-2, a cytokine sharing two receptor subunits with IL-15 (Fig 2F).

### Myc is regulated by multiple IL-15-triggered signaling pathways

Having observed that Myc-deficient NK cells exhibit an expansion defect in response to IL-15 and IL-2 stimulations, we measured the expression of the two shared receptor chains CD122 (IL2Rβ/IL15Rβ) and CD132 (common γ chain). CD122 showed a moderately reduced expression on Myc-deficient NK cells, whereas we did not detect differences in CD132 levels (Fig S2A and B). Next, we thought to assess the phosphorylation of signal transducer and activator of transcription 5 (STAT5), extracellular signal-regulated kinase (ERK), and S6, key signaling pathways induced by IL-15 in these cells. Multiple cascades were affected in the more mature Myc-deficient NK cell subsets (Fig 3A). Being the earliest deleted subpopulation and the one with the strongest proliferation defect (Fig 2A, B, D, and E), we were however particularly interested in the CD27 SP subset, which only presented a reduction in ERK signaling noticeable already ex vivo (Fig 3A). Immunoblot analysis of splenic Myc-deficient NK cells did not reveal major differences in the expression of total STAT5, S6 or ERK2 (Fig S2C).

**Figure S2.**
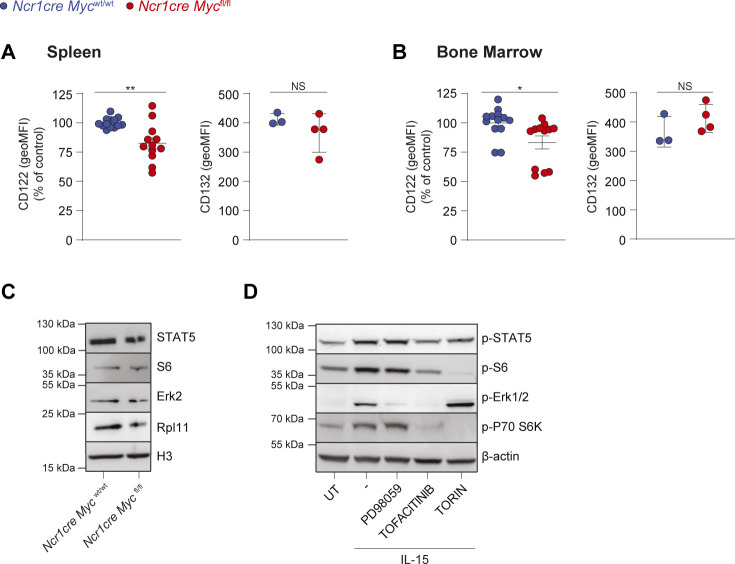
Myc deficiency in NK cells moderately impacts IL-15 receptor expression. **(A, B)** Graphs illustrate a quantification of CD122 and CD132 expressions (geometric mean) on NK cells (NK1.1^+^ CD3/19^−^) of the spleen (A) and BM (B) from mice from the indicated genotypes. **(C)** Total NK cells were enriched from the spleens of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice and the protein expression levels of STAT5, Erk2, S6, and Rpl11 were assessed by Western blotting. Histone H3 levels are shown as loading controls. **(D)** DERL-7 cells were pretreated (30 min) or not with Torin2 (250 nM), PD98059 (10 μM), tofacitinib (90 nM), and then stimulated with 25 ng/ml IL-15 for 35 min and the phosphorylation of STAT5, Erk, S6, and p70 S6 kinase was assessed by Western blot. β-Actin levels are shown as loading control. **(A, B)** Results for CD122 are mean ± SEM of n = 12–13 mice per genotype and are a pool of three independent experiments; the average of *Ncr1cre Myc*^wt/wt^ MFI in each experiment was set to 100%. For CD132, results are presented as mean ± SEM of n = 3–4 mice per genotype. **(D)** Results are representative of two independent experiments (D). Statistical comparisons are shown; **P ≤ 0.01, **P ≤ 0.01, NS, non-significant; *t* test, unpaired.

**Figure 3.**
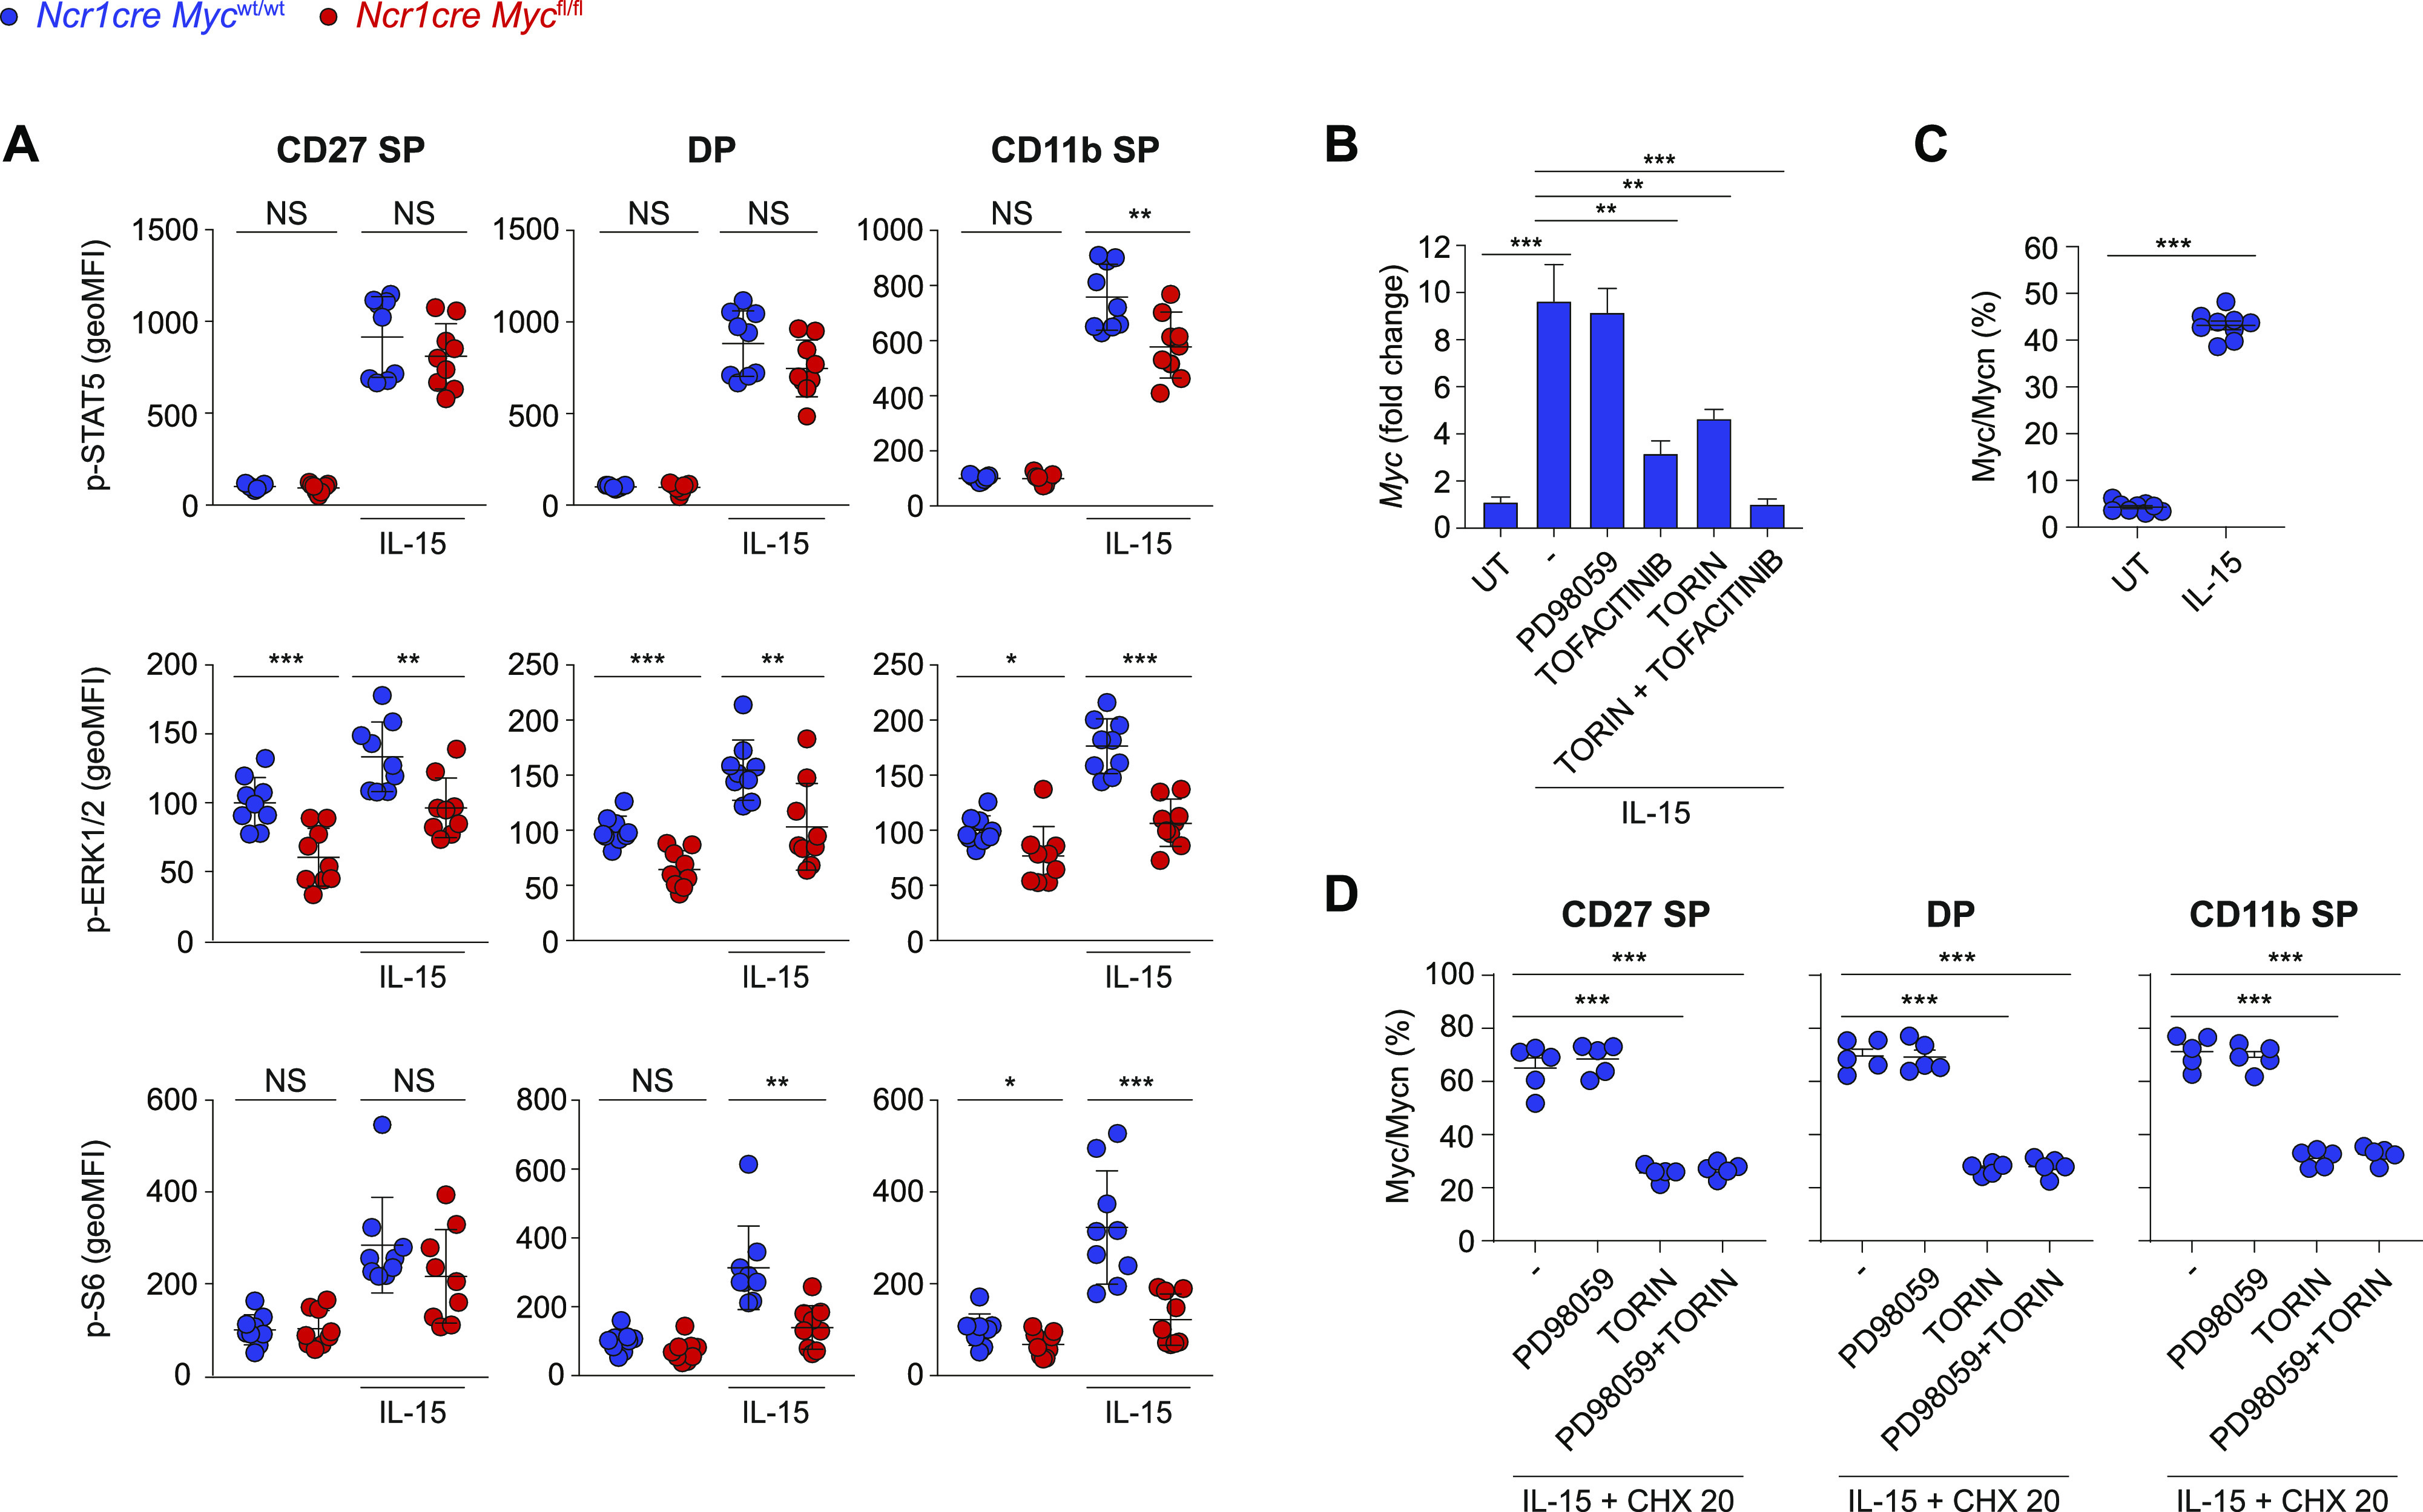
Myc protein levels are induced by IL-15 through mTOR and ERK. **(A)** Splenocytes from *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice were cultured in vitro for 40 min in the presence of 50 ng/ml IL-15 or left untreated. Phosphorylation of STAT5, ERK, and S6 were measured by flow cytometry in CD27 SP, DP, and CD11b SP NK cell subsets (CD122^+^, NK1.1^+^, and CD3/19^−^; the average of the unstimulated *Ncr1cre Myc*^wt/wt^ was set as 100%). **(B)** qRT–PCR analysis (normalized to *Polr2a/18 s*) is shown for *Myc* mRNA in purified WT NK cells pretreated or not with Torin2 (250 nM), PD98059 (10 μM), tofacitinib (90 nM) or combinations thereof, and stimulated with 50 ng/ml of IL-15 for 2 h. **(C)** Splenocytes from control mice were stimulated with 50 ng/ml of IL-15 or left untreated for 2 h and the percentage of Myc/n-Myc-positive cells NK cells (NK1.1^+^CD3^−^) is shown. **(D)** Splenocytes from control mice were stimulated with 50 ng/ml of IL-15 for 2 h and then treated with cycloheximide (20 μg/ml), Torin2 (250 nM), and/or PD98059 (10 μM), as indicated. Graphs show the percentage reduction in Myc after 70 min (measured as geometric MFI) in the indicated NK cell subsets (NK1.1^+^). **(A, B, C, D)** Results depict mean ± SEM of n = 9 mice per genotype and are a pool of two experiments (A), mean ± SD of n = 3 technical replicates and are representative of at least two experiments (B), mean ± SD of n = 9 mice and are a pool of two independent experiments (C), mean ± SEM of n = 5 mice and are representative of two independent experiments (D). **(A, C, D)** Each symbol represents an individual mouse. **(A, B, C, D)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; *t* test, unpaired (A, B) or paired (C, D) and only statistically significant differences are shown (B, D).

As previous results showed that an even stronger ERK signaling defect in Shp-2-deficient NK cells was not associated to an impaired development (Niogret et al, 2019), we decided to investigate if instead IL-15 was regulating Myc. In line with previous findings, we observed that IL-15 stimulation markedly increased *Myc* transcript levels (Fig 3B) (Cichocki et al, 2009; Mishra et al, 2012; Gotthardt et al, 2016; Pinz et al, 2016; Villarino et al, 2017). The inhibitors tofacitinib (pan JAK inhibitor), PD98059 (mitogen-activated protein kinase kinase inhibitor), and Torin2 were used to block the JAK, ERK, and mammalian target of rapamycin (mTOR) pathways, respectively (Fig S2D) (Pende et al, 2004; Meyer & Levine, 2014). Whereas tofacitinib and Torin2 affected *Myc* mRNA induction, concomitant treatment almost prevented it (Fig 3B). Stimulation of splenic NK cells also increased Myc protein levels (Fig 3C). To distinguish the contribution of the posttranslational regulation of Myc from its transcriptional induction, we treated IL-15-stimulated NK cells with cycloheximide to prevent further protein synthesis and studied the effects of mTOR and ERK, two pathways implicated in Myc stabilization (Sears et al, 2000; Gustafson & Weiss, 2010), on Myc levels (Fig 3D). We observed that Myc degradation was accelerated by the blockade of mTOR, whereas ERK pathway inhibition exerted negligible effects. These results indicate that, in IL-15-treated NK cells, JAK-STAT and mTOR are mostly responsible for *Myc* induction, whereas mTOR for Myc stability.

### Myc regulates genes related to translation

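RNA was sequenced from CD27SP NK cells, the NK1.1+CD27+CD11b- subset at the start of NK cell maturation, sorted from the BM of *Ncr1cre Myc* wt/wt and *Ncr1cre Myc* fl/fl mice, with 3 libraries per genotype. In *Ncr1cre Myc* fl/fl mice, the Cre recombinase expressed from the *Ncr1* locus deletes *Myc* once a cell begins to express NKp46. The libraries of each genotype carry the replicate numbers 1, 2 and 4. The authors deposited, for each library, an estimated count, a TPM value and an effective length for every one of 100583 mouse transcripts. The methods name Salmon and a human reference transcriptome, whereas the transcript identifiers in the tables are those of mouse. The estimated counts summed to 8101219, 55176898 and 64962491 in *Ncr1cre Myc* wt/wt libraries 1, 2 and 4, and to 57858991, 54550907 and 60200120 in *Ncr1cre Myc* fl/fl libraries 1, 2 and 4. The depth stated in the methods is about 20 Mio reads for each sample, and the totals of the tables are used here. The first *Ncr1cre Myc* wt/wt library therefore holds the least information on weakly expressed genes, with 11327 genes at 10 counts or more against 15245 and 15649 in the other two *Ncr1cre Myc* wt/wt libraries. Estimated counts were summed by gene symbol through the GENCODE M21 annotation of GRCm38, in which 100239 of the transcripts were found, and were rounded to whole numbers. The unmatched transcripts held between 0.129% and 0.169% of the counts. Genes with enough counts for a test numbered 15474. Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, with the replicate number as a block because the paper calls its analyses paired, and P-values were adjusted by the Benjamini-Hochberg method. As in Fig 4A, a gene passed the threshold at an adjusted p below 0.01 and an absolute log2 fold change of at least 0.5. Normalized counts are given as counts per Mio (CPM). Because transcripts were assigned by a probabilistic quantifier, reads of near-identical copies such as ribosomal protein pseudogenes can be divided between them.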

To delineate the role of Myc in NK cell expansion and development, we performed RNA sequencing (RNA-seq) analyses. 

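*Myc* itself (ENSMUSG00000022346.15, chromosome 15 of GRCm38 from 61985391 to 61990374) was measured first, as a check of the genotypes. Its CPM values were 200.5, 183.4 and 164.3 in the *Ncr1cre Myc* wt/wt libraries 1, 2 and 4 and 61.5, 64.6 and 76.5 in the *Ncr1cre Myc* fl/fl libraries 1, 2 and 4. The means were 182.7 ± 18.1 (SD, n = 3) and 67.5 ± 7.94 (SD, n = 3), a log2 fold change of −1.44 (standard error 0.15, adjusted p = 0.00189, edgeR). Every *Ncr1cre Myc* fl/fl library was below every *Ncr1cre Myc* wt/wt library, so the data bear the genotype labels. The *Ncr1cre Myc* fl/fl libraries kept 37.0% of the *Ncr1cre Myc* wt/wt level. Without replicate 1, whose *Ncr1cre Myc* wt/wt library is the shallow one, the log2 fold change was −1.30 and the adjusted p in edgeR was 0.0105. The residual counts were uneven between transcripts. ENSMUST00000160009, whose annotation has 2 exons from 61987422 to 61990253, was left at 3.74% of its *Ncr1cre Myc* wt/wt level before TMM scaling. That share rests on the shallow *Ncr1cre Myc* wt/wt library, which had 79.7 CPM of it against 19.7 and 18.4 in replicates 2 and 4, and without replicate 1 it was 9.01%. ENSMUST00000188482, with 9.16 CPM in *Ncr1cre Myc* wt/wt cells, had no count in any *Ncr1cre Myc* fl/fl library, which allows up to 0.571% of the *Ncr1cre Myc* wt/wt level at 3 counts in each. ENSMUST00000191178 had none either, and in *Ncr1cre Myc* wt/wt cells it had 4.78 CPM in the shallow library and at most 0.0261 in the other two. ENSMUST00000022971, with 3 exons from 61985391 to 61990350, was left at 61.8% (52.7% without replicate 1), and its counts are an even division with ENSMUST00000161976, which has the same exon coordinates.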

Being the earliest deleted subset and presenting the strongest proliferation defect (Fig 2A, B, D, and E), we selected Myc-deficient and -sufficient CD27SP NK cells harvested from the BM. Paired differential expression analyses identified 69 genes significantly down-regulated and 69 genes significantly up-regulated in the absence of Myc (Fig 4A). 

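Of the 15474 genes tested by edgeR, 135 were lower and 198 were higher in *Ncr1cre Myc* fl/fl than in *Ncr1cre Myc* wt/wt NK cells past the threshold. All of them changed the same way in each of the 3 same-numbered pairs of libraries. Under the rule stated in the methods, the largest adjusted p of DESeq2, edgeR and limma-trend, 78 genes were lower and 144 were higher. Without the replicate block, the same rule gave 126 lower and 125 higher genes. In edgeR alone, 184 genes were lower and 203 higher without the block. The counts depended strongly on the setting and moved both ways. Offsets from the effective transcript lengths lowered the edgeR counts most, to 8 lower and 24 higher genes, and leaving out both libraries of replicate 1 left 10 lower and 49 higher. At an adjusted p below 0.05 without a fold change limit there were 523 lower and 689 higher genes, and with no filter on low counts 378 and 524. DESeq2 gave 548 and 645. The largest falls were those of *Cntn1*, with a log2 fold change of −3.89 (standard error 0.37, adjusted p = 0.00117, edgeR), *Gm14308* (−2.64), *Me3* (−2.33), *Rfwd3* (−2.20) and *Olfr1388* (−2.16). *Cntn1*, on chromosome 15 of GRCm38 from 92051165 to 92341967, had 8.92 ± 1.95 CPM (SD, n = 3) in *Ncr1cre Myc* wt/wt and 0.615 ± 0.264 (SD, n = 3) in *Ncr1cre Myc* fl/fl cells. *Gm14308*, *Rfwd3* and *Olfr1388* did not pass without the block, where the adjusted p in edgeR was 0.0757, 0.0290 and 0.0259. Among the largest rises were those of *Il6*, *Ccn3*, *Prss34* and *Mcpt8*. *Il6* had at most 1 count in any *Ncr1cre Myc* wt/wt library, so it was at least 6.19-fold higher in *Ncr1cre Myc* fl/fl cells. It did not pass with any one replicate left out, where the adjusted p in edgeR was 0.0153, 0.0518 and 0.0211 without replicates 1, 2 and 4. *Ccn3* rose by 6.18 on the log2 scale, from a level close to the detection limit in *Ncr1cre Myc* wt/wt cells. *Prss34*, on chromosome 17 from 25298394 to 25300165, rose from 2.83 ± 1.19 to 128 ± 63.7 CPM (SD, n = 3 each), a log2 fold change of 5.20 (standard error 0.43, adjusted p = 0.000773, edgeR). *Mcpt8* rose by 5.00 on the log2 scale (standard error 0.34). *Prss34* and *Mcpt8* belong to a list of basophil and mast cell markers.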

We next performed a hierarchical clustering of these genes (Fig 4B). Notably, 36 of the down-regulated genes coded for ribosomal subunits, translation elongation factors, and proteins involved in ribosomal formation (Fig 4B; indicated in bold). 

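The 36 translation-related genes of Fig 4B were all lower in *Ncr1cre Myc* fl/fl cells in each of the 3 pairs, with a median log2 fold change of −1.03. All 36 passed the threshold in edgeR, also when adjusted over the list alone, and 28 did so by all 3 methods (35 without the replicate block). These genes were picked by the authors on the same libraries, so their number past the threshold is not independent evidence. Offsets from the effective transcript lengths moved the count most, to 2 of the 36. With both libraries of replicate 1 left out, 3 of the 36 were past the threshold, against 22 without replicate 2 and 16 without replicate 4. Of all 69 down-regulated genes of Fig 4B, 67 passed the threshold in edgeR and all 69 were lower in each pair. The count was 68 when adjusted over the list alone. Of the 69 up-regulated genes, 64 passed, and 68 when adjusted over the list alone, and all 69 were higher in each pair. *Rps19* (chromosome 7 of GRCm38, 24884371 to 24889806) fell from 560.7 ± 30.5 to 227.8 ± 15.8 CPM (SD, n = 3 each), a log2 fold change of −1.30 (standard error 0.14, adjusted p = 0.00189, edgeR). Further ribosomal protein genes named in the paper had log2 fold changes of −1.21 (*Rps18*), −1.35 (*Rpl10a*), −1.28 (*Rpl12*) and −1.31 (*Rpl32*). Those of *Rpl5*, *Rpl7a*, *Rpl11*, *Rps6* and *Rplp0* were −1.30, −0.88, −0.86, −1.06 and −0.90, with adjusted p-values in edgeR between 0.00432 and 0.00937. In limma-trend *Rpl7a* and *Rpl11* did not pass, at adjusted p-values of 0.0133 and 0.0108. With any 1 replicate left out, *Rpl7a*, *Rpl11* and *Rplp0* did not pass in edgeR. Without replicate 1, neither did *Rpl5* and *Rps6*. The direction of all of them was kept. Ribosomal protein genes have processed pseudogenes that can share their reads: one of them, *Rpl27-ps3*, itself passed the threshold with a log2 fold change of −0.88.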

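For the ribosome, 79 cytosolic ribosomal protein genes were tested as a set with camera, a competitive test on the fitted counts. All 79 were lower in *Ncr1cre Myc* fl/fl cells, 74 of them in each of the 3 pairs, with a median log2 fold change of −0.93 and a range from −1.74 (*Rpl35*) to −0.40 (*Rps25*). The adjusted p over the 8 sets tested was 5.32e-80 with camera's preset correlation of 0.01. Past the threshold were 47 of the 79 genes, and 75 when adjusted over the list alone. With 35 DNA replication genes the median was −0.47 (adjusted p = 1.14e-11, camera) and with 40 proteasome genes −0.32 (adjusted p = 6.5e-08, camera), with 34 and 39 members lower. The preset correlation matters for these P-values. In fry with the replicate block, all 3 sets had an adjusted p of 0.0857, and with the correlation estimated from the libraries none passed 0.05. In fry without the block, the adjusted p was 0.00687 for the ribosomal protein genes and 0.0150 for the other two sets, and fgsea, used by the paper, passed all 3. Across the alternatives the median of the ribosomal protein genes lay between −1.0, without replicate 1, and −0.80, without replicate 4. Ribosomal protein genes held 2.10%, 2.18% and 2.54% of all counts in *Ncr1cre Myc* wt/wt libraries 1, 2 and 4 and 1.23%, 1.21% and 1.08% in *Ncr1cre Myc* fl/fl libraries 1, 2 and 4. The means were 2.27 ± 0.232% and 1.18 ± 0.081% (SD, n = 3 each), and the groups did not overlap (exact permutation test, two-sided, p = 0.10, the smallest p that 3 libraries against 3 allow). For the shallow *Ncr1cre Myc* wt/wt library the 95% Wilson interval of the share, which covers counting error only, was from 2.09% to 2.11%.

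**Figure D1:**
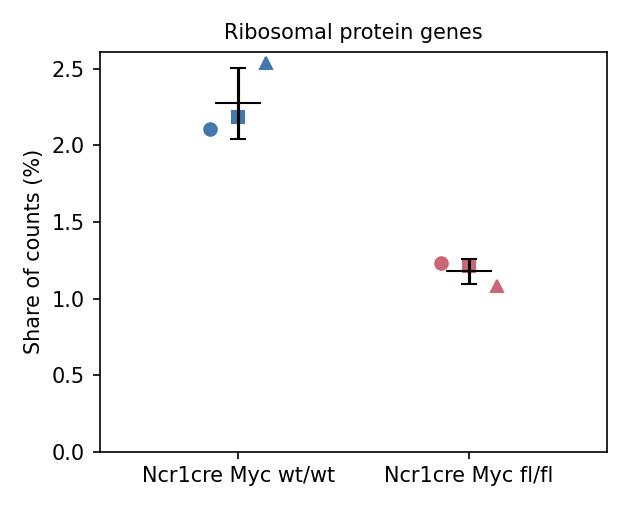
Share of all counts on the 79 ribosomal protein genes (vertical axis, percent) in the libraries of each genotype (circle, replicate 1; square, replicate 2; triangle, replicate 4), with the mean and SD of 3 libraries. The *Ncr1cre Myc* fl/fl libraries lie at 1.08% to 1.23%, all below the *Ncr1cre Myc* wt/wt libraries.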

Among the pathways revealed by Gene set enrichment analysis with highest significance (Kanehisa & Goto, 2000), the most deregulated referred to “Ribosome” (Fig 4C). Of note, this finding is in line with work by Tang et al (2021), who demonstrated a defect in translation-related genes in Myc-deficient bulk splenic NK cells. In keeping with translation-related genes, we also identified *Slc7a5*, a Myc target involved in amino acid transport, among the down-regulated genes in Myc-deficient immature NK cells (Fig 4B) (Marchingo et al, 2020). 

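*Slc7a5* (ENSMUSG00000040010.10), which lies on chromosome 8 of GRCm38 from 121881150 to 121907694, had 55.7 ± 6.18 CPM (SD, n = 3) in *Ncr1cre Myc* wt/wt cells and 19.6 ± 5.51 (SD, n = 3) in *Ncr1cre Myc* fl/fl cells. The log2 fold change was −1.53 (standard error 0.20, adjusted p = 0.00392, edgeR), and each *Ncr1cre Myc* fl/fl library was below each *Ncr1cre Myc* wt/wt library. The direction was kept in every alternative, and the gene stayed below an adjusted p of 0.05 in all of them, but not always below 0.01. The adjusted p in edgeR rose to 0.0228 without replicate 1, to 0.0105 without replicate 2, to 0.0145 with offsets from effective lengths and to 0.0111 with library sizes alone.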

In line with our flow cytometric analyses, we observed down-regulated expression of the gene coding for Ki67 (*Mki67*), which has also been linked to nucleologenesis (Fig 4B) (Schmidt et al, 2003; Rahmanzadeh et al, 2007). Instead, among these significantly altered genes, we did not observe canonical Myc-responsive genes involved in cell cycle. 

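*Mki67* (ENSMUSG00000031004.8, chromosome 7 of GRCm38 from 135689784 to 135716361) had 224.5 ± 53.1 CPM (SD, n = 3) in *Ncr1cre Myc* wt/wt cells and 93.5 ± 18.0 (SD, n = 3) in *Ncr1cre Myc* fl/fl cells. This was a log2 fold change of −1.26 (standard error 0.16, adjusted p = 0.00348, edgeR), lower in 3 of 3 pairs. Leaving out replicate 1 gave a log2 fold change of −1.14 and an adjusted p of 0.0182 in edgeR, above the limit of 0.01, and leaving out replicate 2 gave −1.16 and 0.0113.

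**Figure D2:**
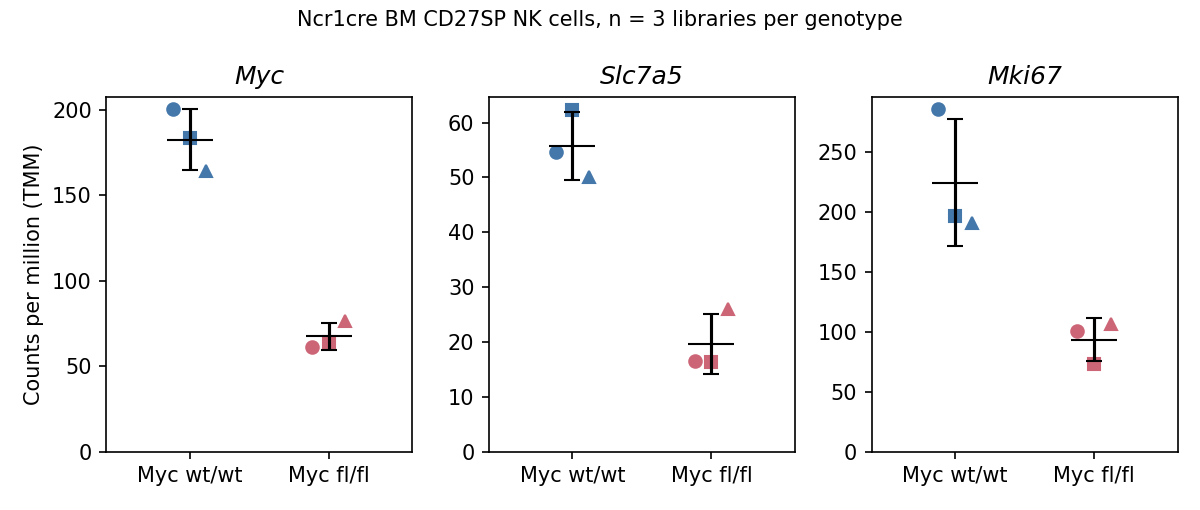
CPM (vertical axis, TMM) of *Myc*, *Slc7a5* and *Mki67* in the 3 libraries of each genotype (circle, replicate 1; square, replicate 2; triangle, replicate 4), with mean and SD. For each gene all 3 *Ncr1cre Myc* fl/fl libraries lie below all 3 *Ncr1cre Myc* wt/wt libraries.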

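None of the 23 cell cycle genes of Fig S3A passed the threshold in edgeR with the replicate block, and at an unadjusted p below 0.05 there were 12 lower and 3 higher in *Ncr1cre Myc* fl/fl cells. Adjusted over the list alone, 7 were lower and 2 were higher. The smallest adjusted p-values over all genes were those of *Cdk1* and *Ccna2*. *Cdk1* (chromosome 10 of GRCm38, 69335146 to 69352938) fell from 100.9 ± 11.9 to 53.8 ± 9.05 CPM (SD, n = 3 each), a log2 fold change of −0.91 (standard error 0.16, adjusted p = 0.0105, edgeR). *Ccna2* had a log2 fold change of −0.88 (standard error 0.16, adjusted p = 0.0115, edgeR). Both genes passed without the replicate block, at adjusted p-values of 0.00753 and 0.00796 in edgeR, where 4 of the 23 genes passed in all. They also passed without replicate 4, at 0.00418 and 0.00440 in edgeR. With DESeq2, 9 of the 23 genes passed the threshold. By the rule of all 3 methods none passed, with the block or without it.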

We therefore specifically looked for their expression, revealing that part of them was tendentially—but not significantly—altered, whereas others were not (Fig S3A) (Robson et al, 2011; Mishra et al, 2012; Bretones et al, 2015). 

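Taken as a list, the 23 genes of Fig S3A had a median log2 fold change of −0.47, with 18 lower and 5 higher in *Ncr1cre Myc* fl/fl cells. The medians of the pairs were −0.51, −0.55 and −0.29 for replicates 1, 2 and 4. In camera the list had an adjusted p of 6.7e-05, in fry with the replicate block of 0.0857 and in fry without it of 0.0150. The range ran from −0.91 for *Cdk1* to 1.57 for *Ccnd1*, so members of the list moved in both directions.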

Similar results were observed for other pathways classically associated to Myc, including oxidative phosphorylation, glycolysis, glutamine, and polyamine (Fig S3B–E) (Bult et al, 2019). These data reveal a prominent role for Myc in ribosomagenesis and translation more broadly in NK cells, possibly overriding its most established function in directly regulating cell cycle progression.

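In the 98 oxidative phosphorylation genes of Fig S3B, 84 were lower in *Ncr1cre Myc* fl/fl cells and the median log2 fold change was −0.26 (adjusted p = 1.39e-09, camera). The 62 glycolysis genes of Fig S3C had a median of 0.0093 with 30 lower and 32 higher (adjusted p = 0.696, camera). The 11 polyamine genes of Fig S3D had a median of −0.12 and the 45 glutamine family genes of Fig S3E one of −0.022 (adjusted p = 0.0961 for both, camera). In fry with the replicate block none of these 4 lists was below an adjusted p of 0.05. In fry without it the adjusted p was 0.0150 for oxidative phosphorylation, 0.0184 for the polyamine genes, 0.0229 for the glutamine family genes and 0.731 for glycolysis. With the correlation estimated none of the 4 passed, while fgsea passed oxidative phosphorylation (adjusted p = 5.16e-17) and the glutamine family genes (adjusted p = 0.00630). Single genes past the threshold in edgeR were few: 1 of the 98, 3 of the 62, 1 of the 11 and 3 of the 45 in the order given. Adjusted over the list alone there was 1 lower gene of oxidative phosphorylation, 3 lower and 3 higher genes of glycolysis, 1 lower polyamine gene, and 3 lower genes and 1 higher gene of the glutamine family. *Myc*, the deleted gene, is itself a member of the lists of Fig S3B and Fig S3C. It is the 1 oxidative phosphorylation gene past the threshold, also when adjusted over the list alone, and 1 of the 3 glycolysis genes. Among the others, *Galk1* had a log2 fold change of −1.11 (standard error 0.17, adjusted p = 0.00578, edgeR) and *Srm* one of −1.14 (standard error 0.14, adjusted p = 0.00287, edgeR). *Asns* rose from 2.87 ± 0.575 to 12.9 ± 2.21 CPM (SD, n = 3 each), a log2 fold change of 2.19 (standard error 0.24, adjusted p = 0.00204, edgeR), while *Phgdh* had −1.06 (standard error 0.18, adjusted p = 0.00937, edgeR). Without replicate 1, *Galk1*, *Srm* and *Phgdh* did not pass, with an adjusted p in edgeR of 0.0272, 0.0148 and 0.0391. *Galk1*, *Srm* and *Asns* are also among the genes of Fig 4B. *Amd1* did not pass (log2 fold change −0.36, adjusted p = 0.169, edgeR). *Ier3* of Fig S3C (log2 fold change 1.73) and *Got2* of Fig S3E (−0.96) were the remaining ones past the threshold, and were named after their values were seen.

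**Figure D3:**
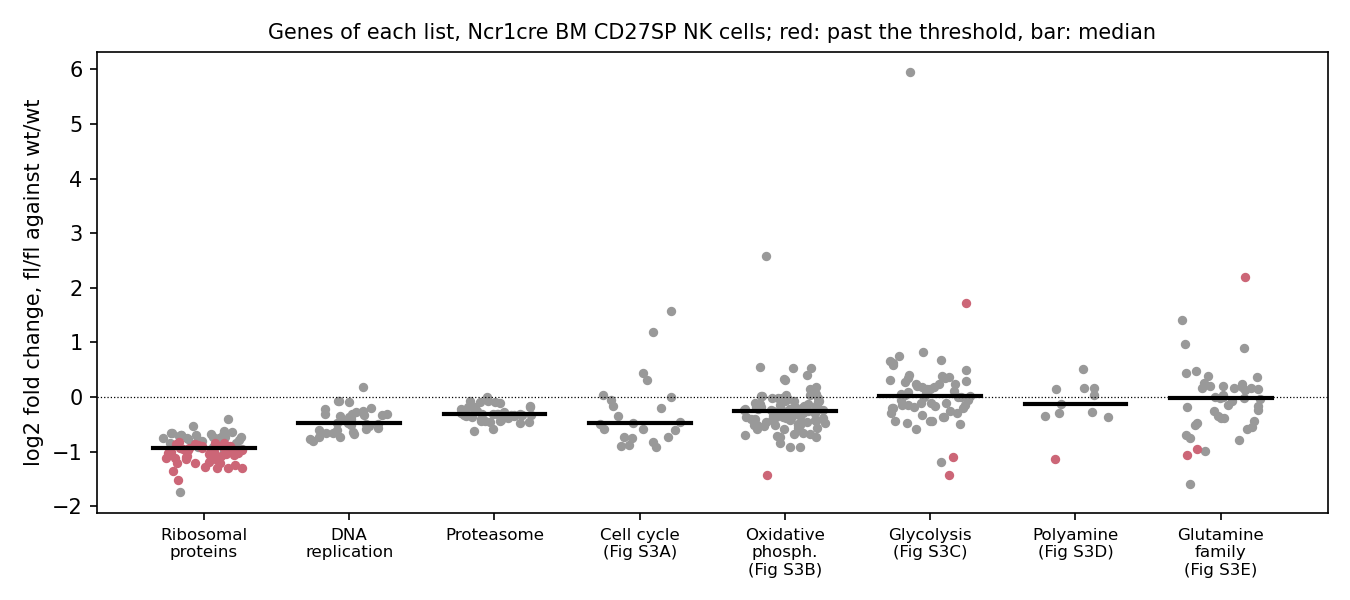
Log2 fold change (*Ncr1cre Myc* fl/fl against *Ncr1cre Myc* wt/wt, vertical axis) of each gene of 8 lists (horizontal axis), with the median as a bar and genes past the threshold in red. The ribosomal protein genes have the lowest median, −0.93, and the glycolysis genes one of 0.0093.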

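Set side by side within each pair of libraries, the median log2 change of the 79 ribosomal protein genes was −0.74, −0.80 and −1.20 in replicates 1, 2 and 4, and differed from that of the cell cycle genes by −0.24, −0.25 and −0.91 (mean difference −0.47 ± 0.38, SD, n = 3 pairs). The ribosomal protein genes had the lower median in each of the 3 pairs. The mean difference is about as large as its SD between pairs, so its size is poorly known. Equal replicate numbers are also not shown to mark paired mice. From the translation-related genes among the down-regulated ones, the Ribosome gene set and the absence of significant cell cycle genes, the paper concludes that Myc has a prominent role in ribosomagenesis and translation in NK cells, and proposes that this role possibly overrides its function in cell cycle progression.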

**Figure 4.**
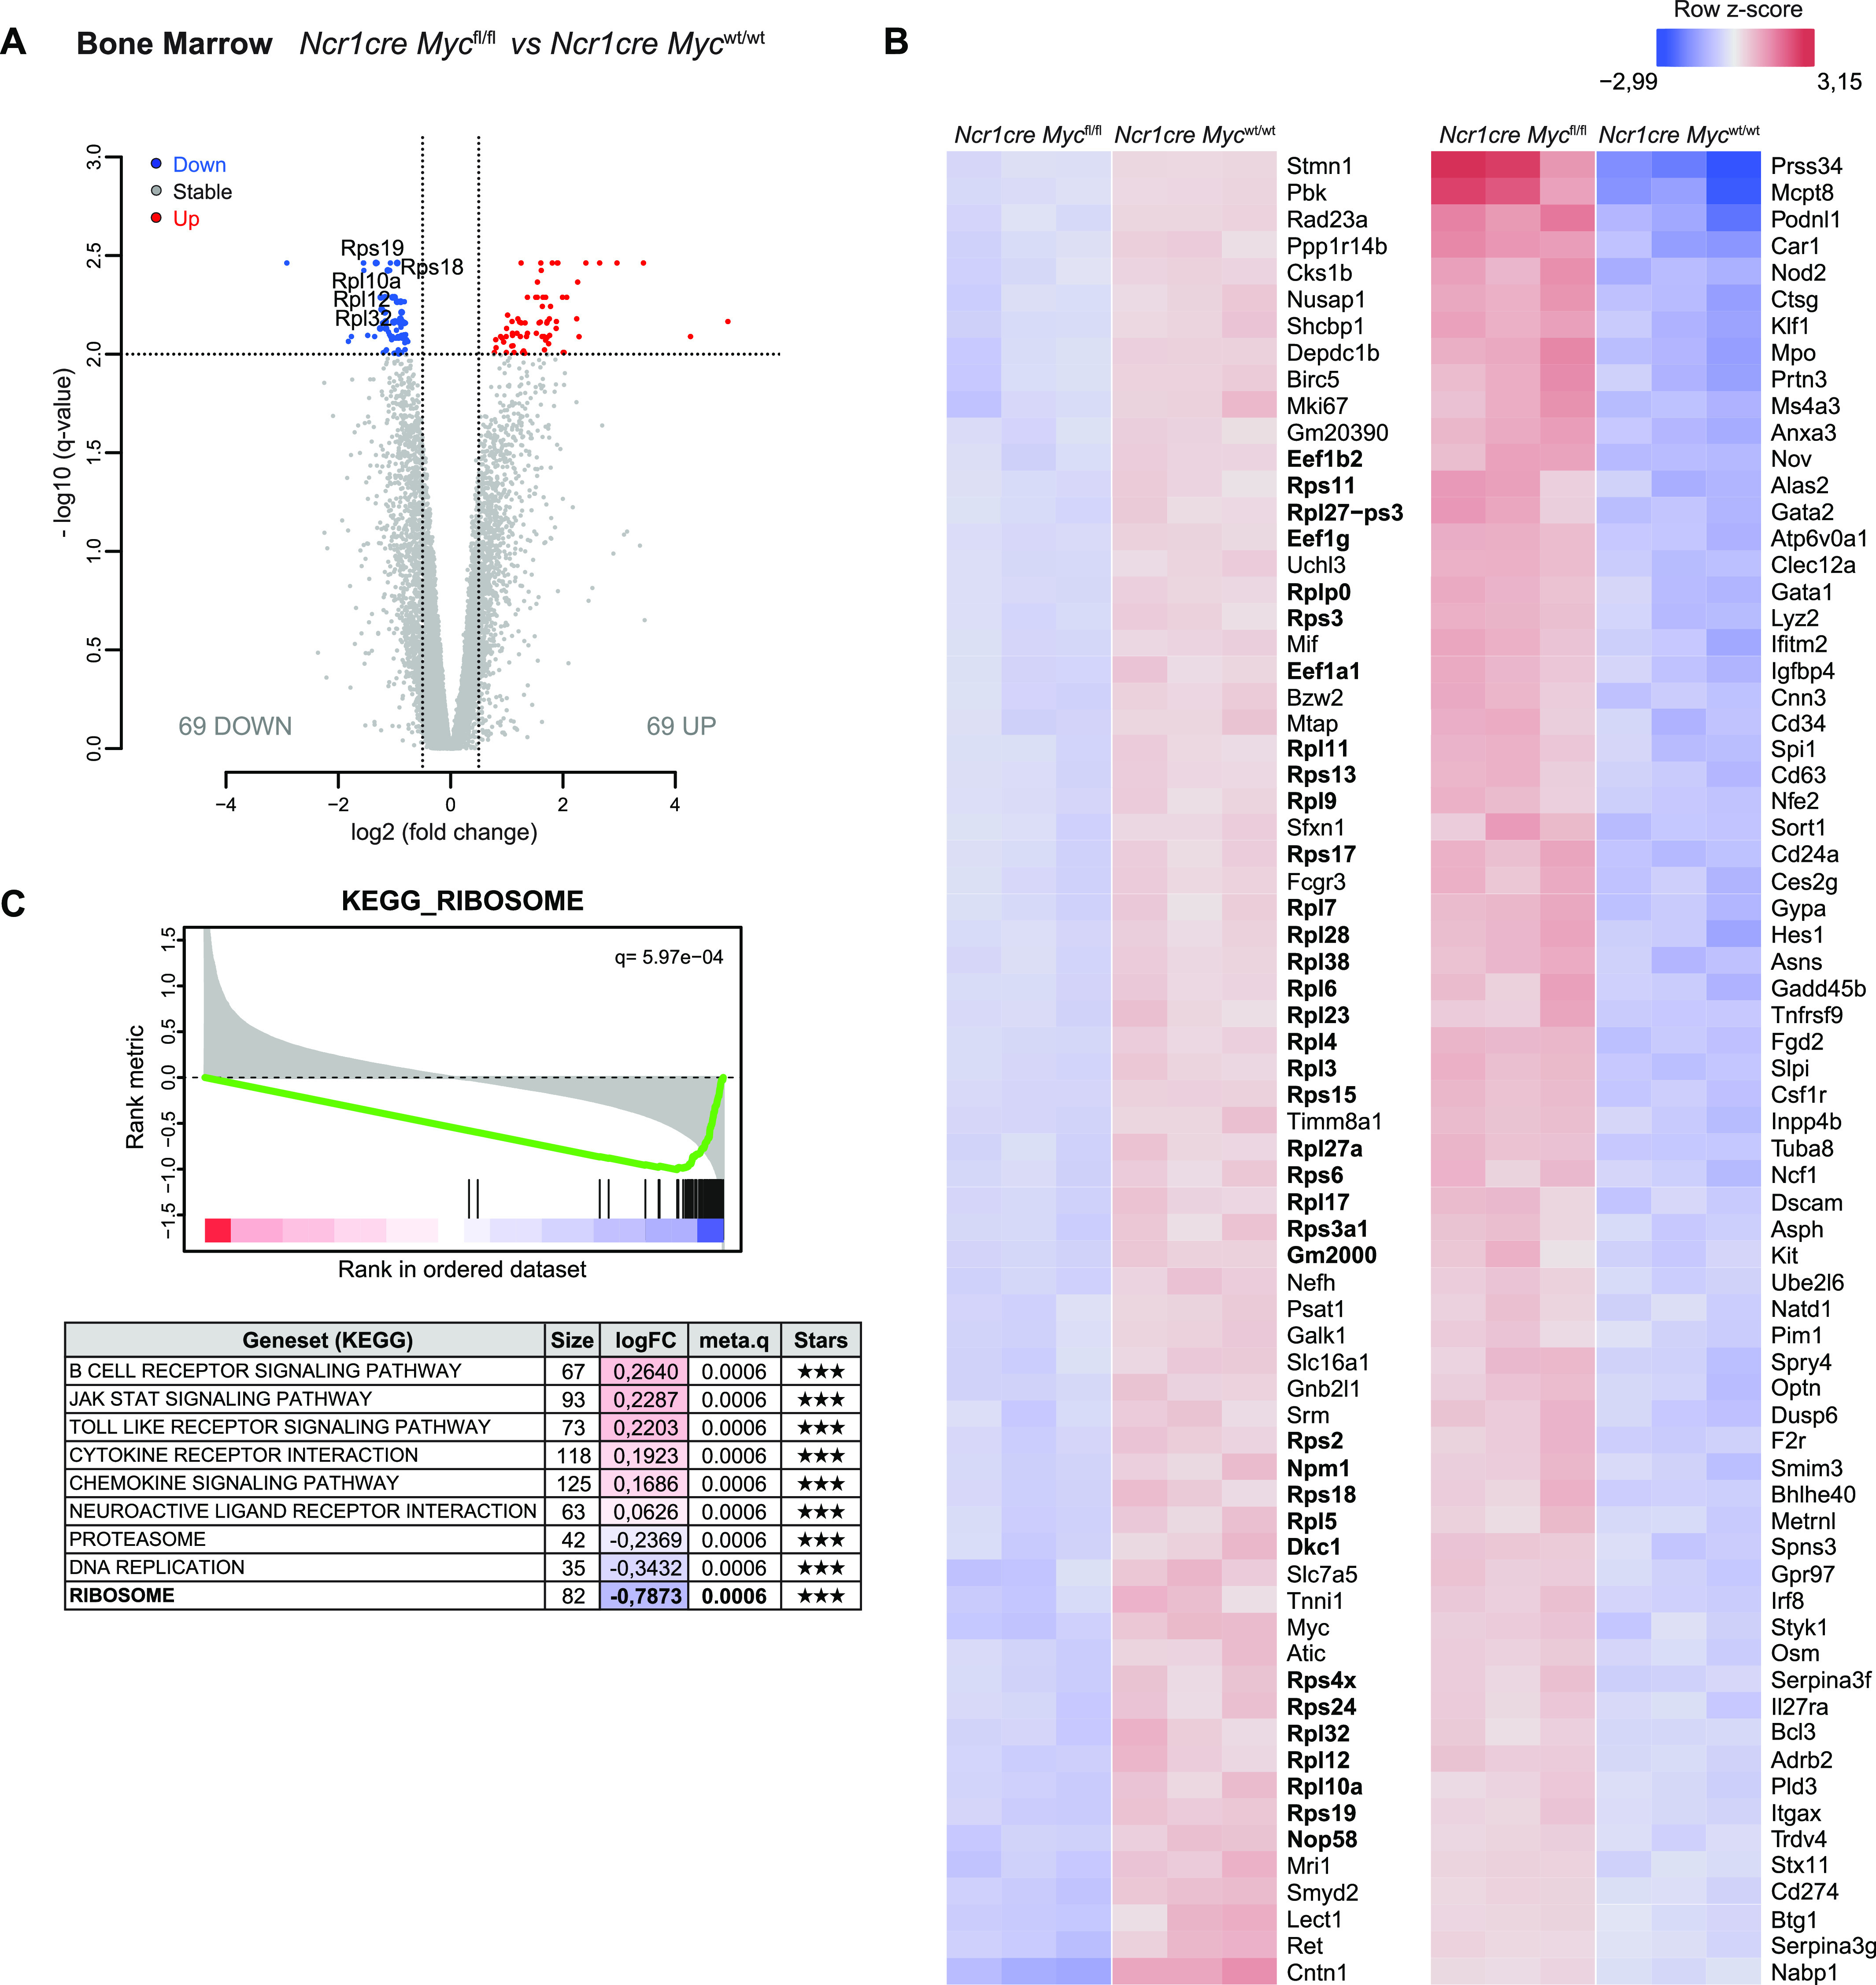
Myc-deficient NK cells present defective expression of genes related to translation. **(A, B, C)** RNA sequencing analyses of CD27SP NK cells (sorted as NK1.1^+^CD27^+^CD11b^−^CD3/19^−^) harvested from the BM of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice. **(A)** Volcano plot displaying differential expressed genes; the vertical axis (y-axis) displays the significance as the log_10_ (*P*-value), and the horizontal axis (x-axis) displays effect size as the log_2_ fold change value (FDR = 0.01; logFC threshold = 0.5; genes shown are significant for the three following statistical methods; DESeq2 [Wald test], edgeR, limma-trend). **(B)** Hierarchical clustering of the 138 significantly differentially expressed genes. **(C)** The table shows the top significant KEGG gene sets (q ≤ 0.0006 with fGSEA, fisher, and GSVA methods—indicated under Stars), their fold-change, and the number of genes in each. Enrichment plot for ribosome KEGG gene set is shown.

**Figure S3.**
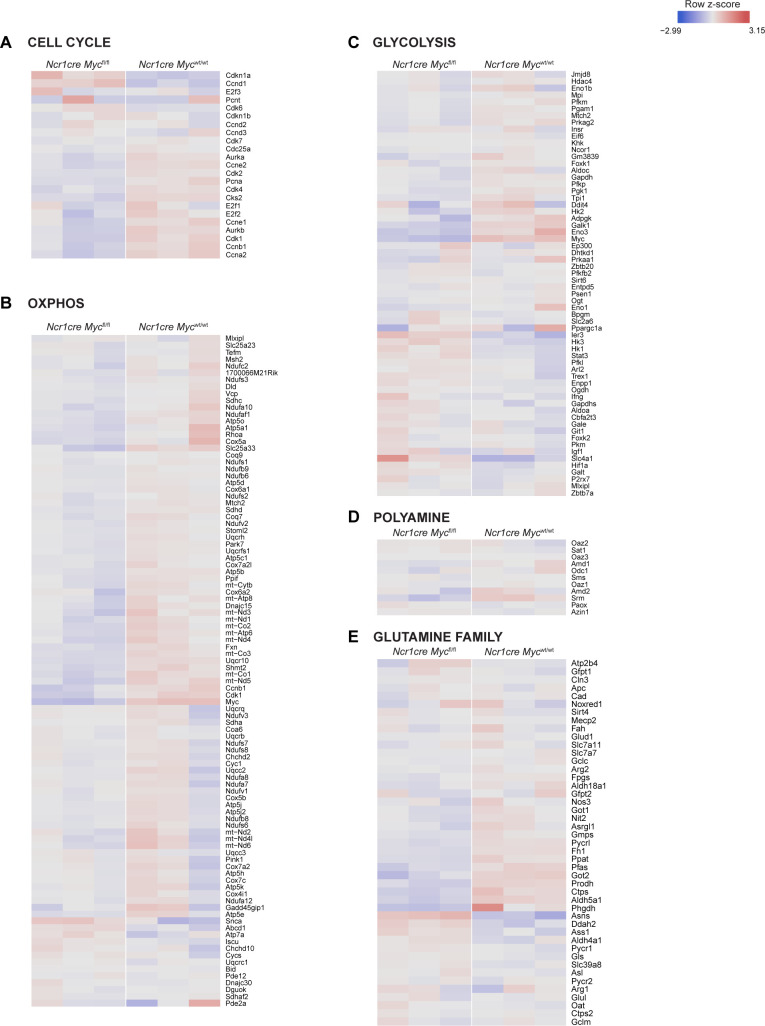
Myc deletion in BM NK cells fails to markedly perturb selected metabolic gene signatures. **(A, B, C, D, E)** RNA sequencing analyses of CD27SP NK cells (sorted as NK1.1^+^CD27^+^CD11b^−^CD3/19^−^) harvested from the BM of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice. Hierarchical clustering of a selection of genes involved in cell cycle (A), oxidative phosphorylation (B), glycolysis (C), polyamine (D), and glutamine family (E) pathways is shown.

### Sustained translational capacity is essential for NK cell expansion

We therefore tested the impact of Myc absence on the translation rate of NK cells. To study this process, we assessed the incorporation in newly synthesized proteins of 35S-radiolabeled methionine and cysteine by splenic NK cells exposed for an overnight period to limited or high IL-15 concentration. When acutely stimulated, Myc-deficient NK cells exhibited defective translation (Fig 5A). We therefore verified selected RNA-seq results by Western blot and confirmed that multiple ribosomal proteins were expressed to a lower extent in Myc-deficient NK cells (Fig 5B). This led us to investigate the effects of low doses cycloheximide, aimed at partially inhibiting translation, on the expansion of WT NK cells. Recapitulating the phenotype of Myc-deficient NK cells, low doses of CHX did not affect NK cell survival at low IL-15, but impaired NK cell expansion in response to high IL-15 concentration (Fig 5C and D). Furthermore, cycloheximide and Myc deficiency limited the raise in NK cell size and granularity observed upon exposure to acute IL-15 stimulation (Fig 5C and E). Taken together, our data underline how a partial defect in translation phenocopies the defects caused by Myc deficiency.

**Figure 5.**
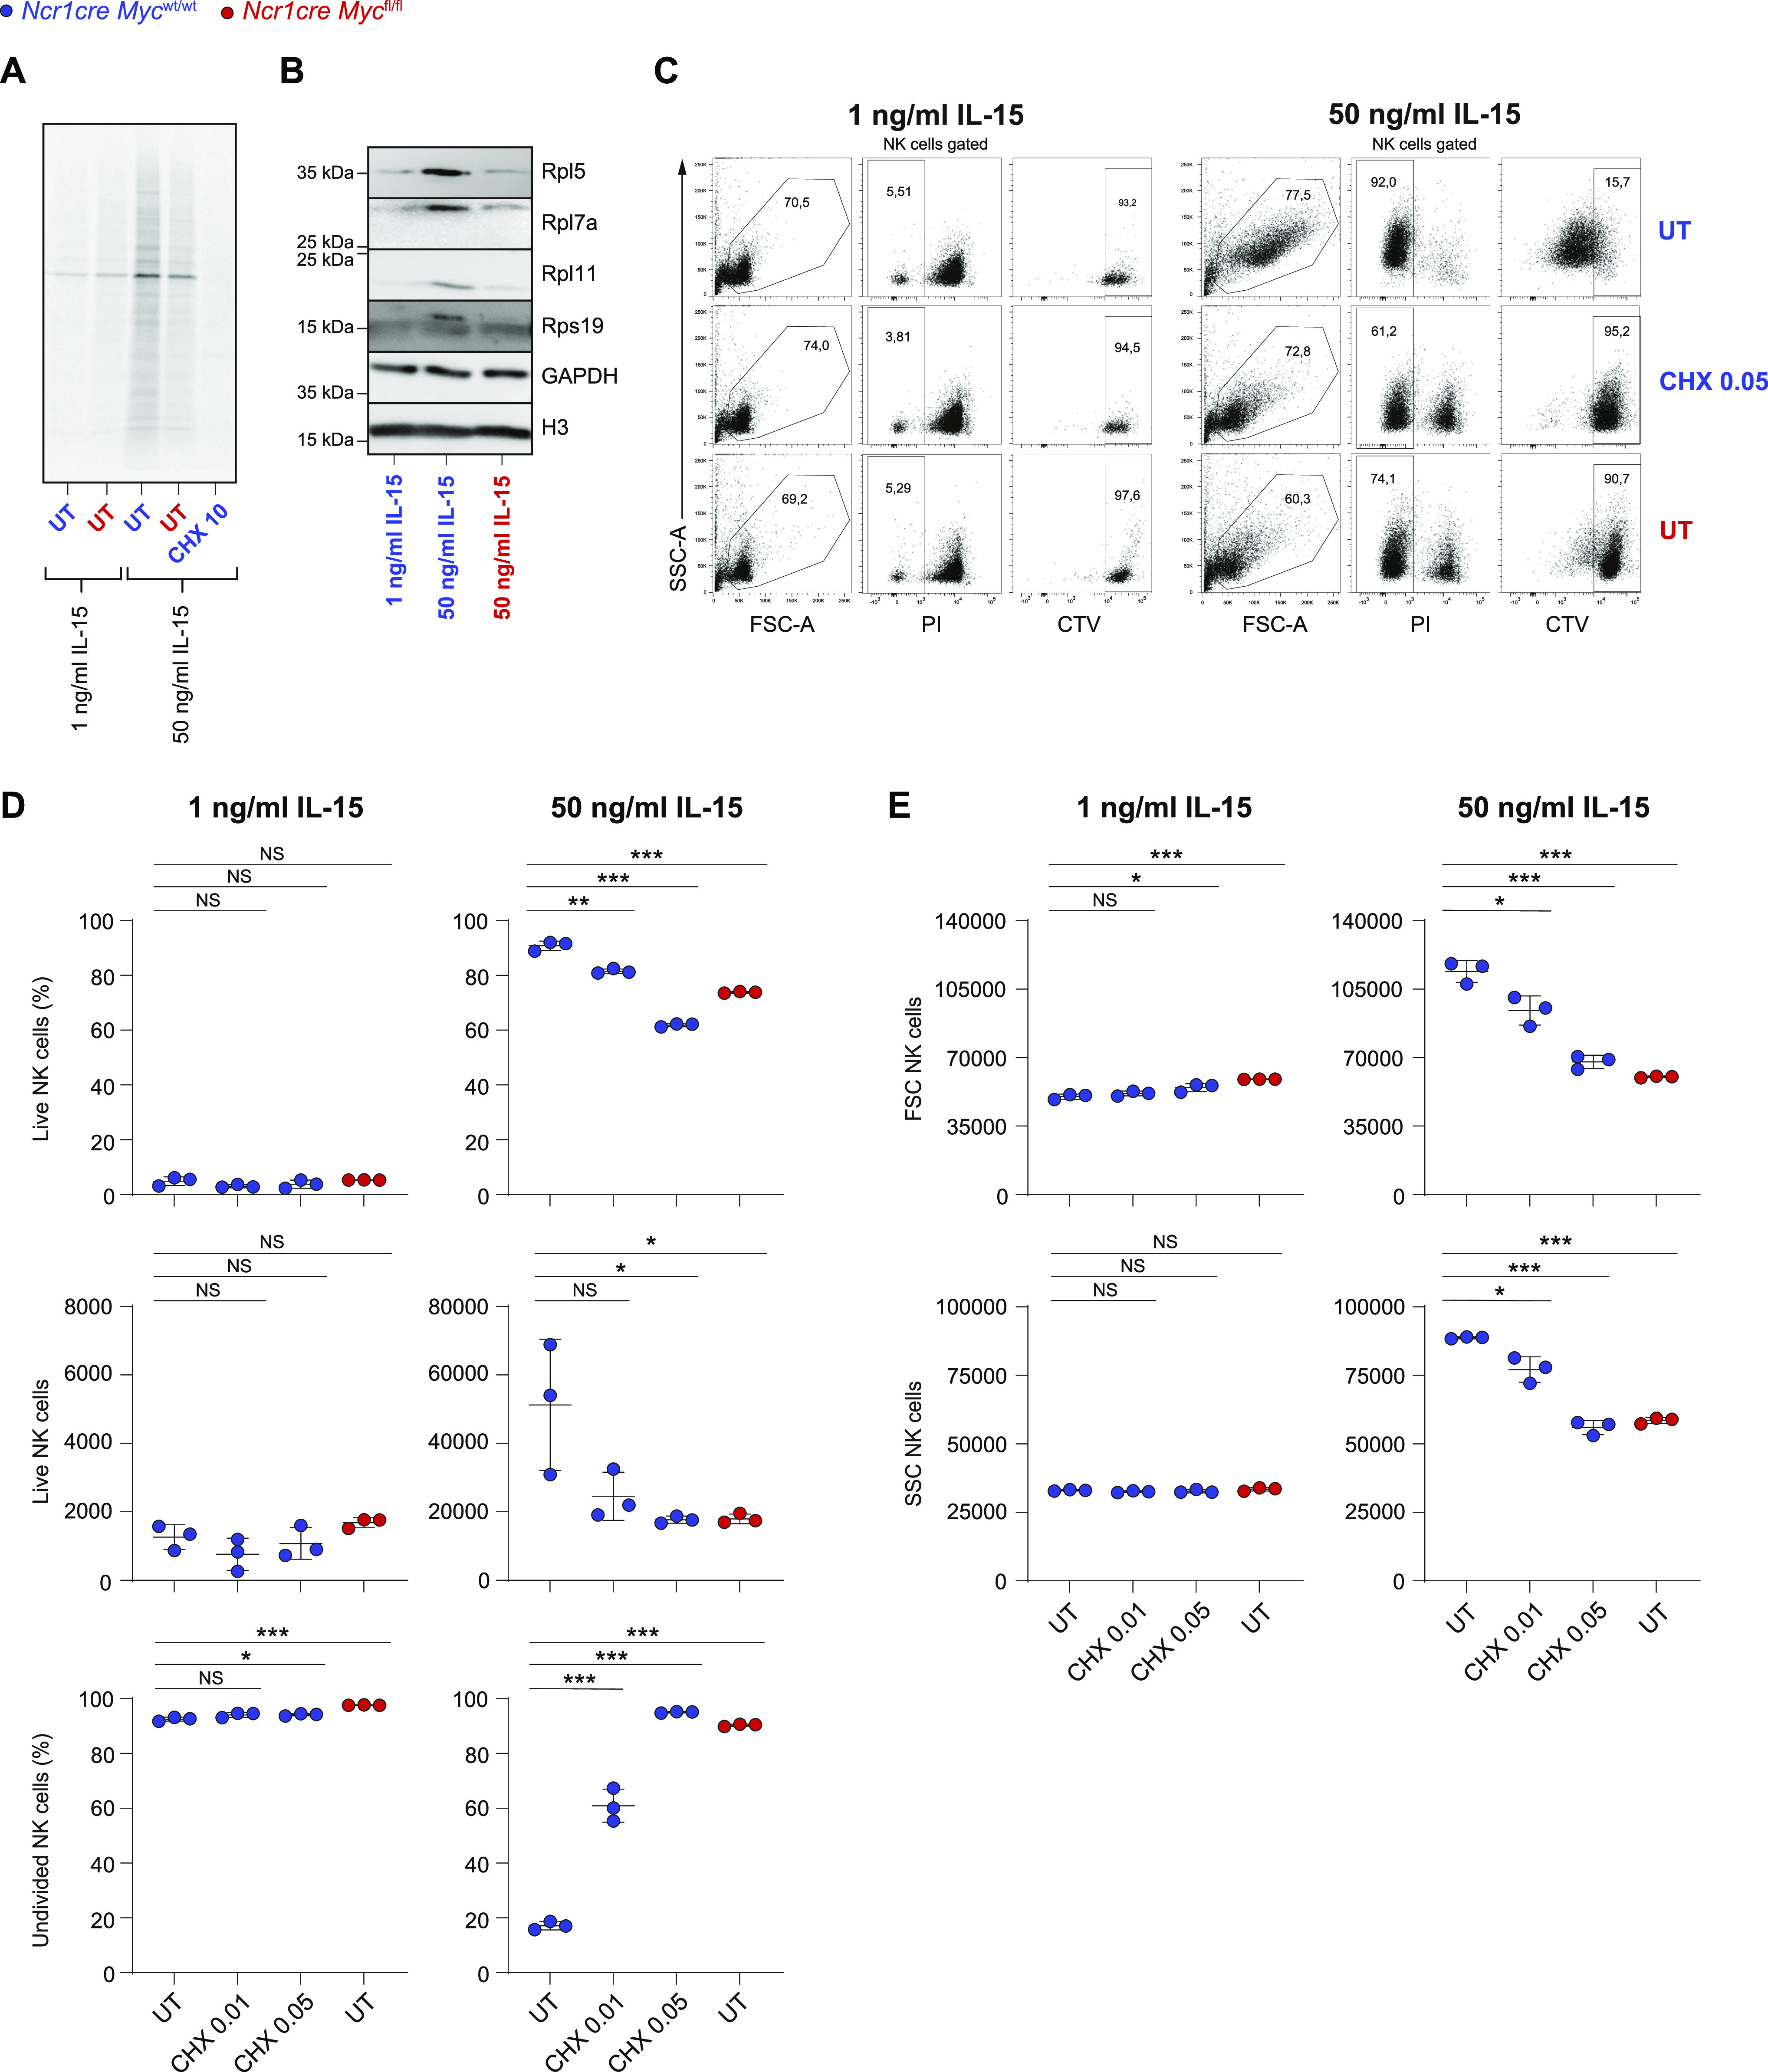
Full translational capacity is required in response to acute IL-15. **(A)** Equal numbers of NK cells enriched from splenocytes of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice were stimulated overnight with 1 or 50 ng/ml IL-15 and incorporation of 35S-radiolabeled methionine and cysteine was assessed. CHX (10 μg/ml) was added as a control where indicated. **(B)** CD11b^+^ cells (gated as NK1.1^+^CD11b^+^CD3^−^) were sorted from total NK cells enriched from the spleens of *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice and stimulated overnight with IL-15 as indicated. The protein expression levels of Rpl5, Rpl7a, Rpl11, and Rps19 were assessed by Western blotting. Gapdh and Histone H3 levels are shown as loading controls. **(C, D, E)** Enriched Myc-deficient or control splenic NK cells were stimulated with the indicated doses of IL-15. After an overnight period, 0.01 or 0.05 μg/ml of cycloheximide was added and the cells were further cultured for 3 d. **(C)** Representative flow cytometric dot plots gated on NK1.1^+^ cells show live NK cells (PI^−^) or cells division (CTV dilution). **(D, E)** Graphs show percentages, absolute numbers, percentages of undivided cells (D), FSC, and SSC values (E) of live NK cells. **(A, B, C, D, E)** Results are representative of at least two experiments. **(D, E)** Results show mean ± SD of technical triplicates. **(D, E)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; *t* test, unpaired (D, E).

### IL-15 regulates MYC and ribosomal proteins also in human NK cells

In murine NK cells, we observed that IL-15 up-regulated Myc through several mechanisms. We thus aimed to investigate whether this phenomenon was true in human NK cells. For this, we relied on DERL7, a human lymphoma cell line featuring NK cell lineage characteristics (Di Noto et al, 2001; Dufva et al, 2018). Indeed, IL-15 stimulation markedly increased *MYC* transcript and protein levels (Fig 6A and B). Inhibition of the JAK and mTOR pathways and, in particular, concomitant treatment with tofacitinib and Torin2 affected *MYC* mRNA induction (Fig 6A). Similar to mouse NK cells, in DERL7 cells, MYC degradation was accelerated by the blockade of mTOR, whereas ERK pathway inhibition did not affect MYC stability (Fig 6C). These data highlight strong analogies between the regulation of MYC in human and murine NK cells.

**Figure 6.**
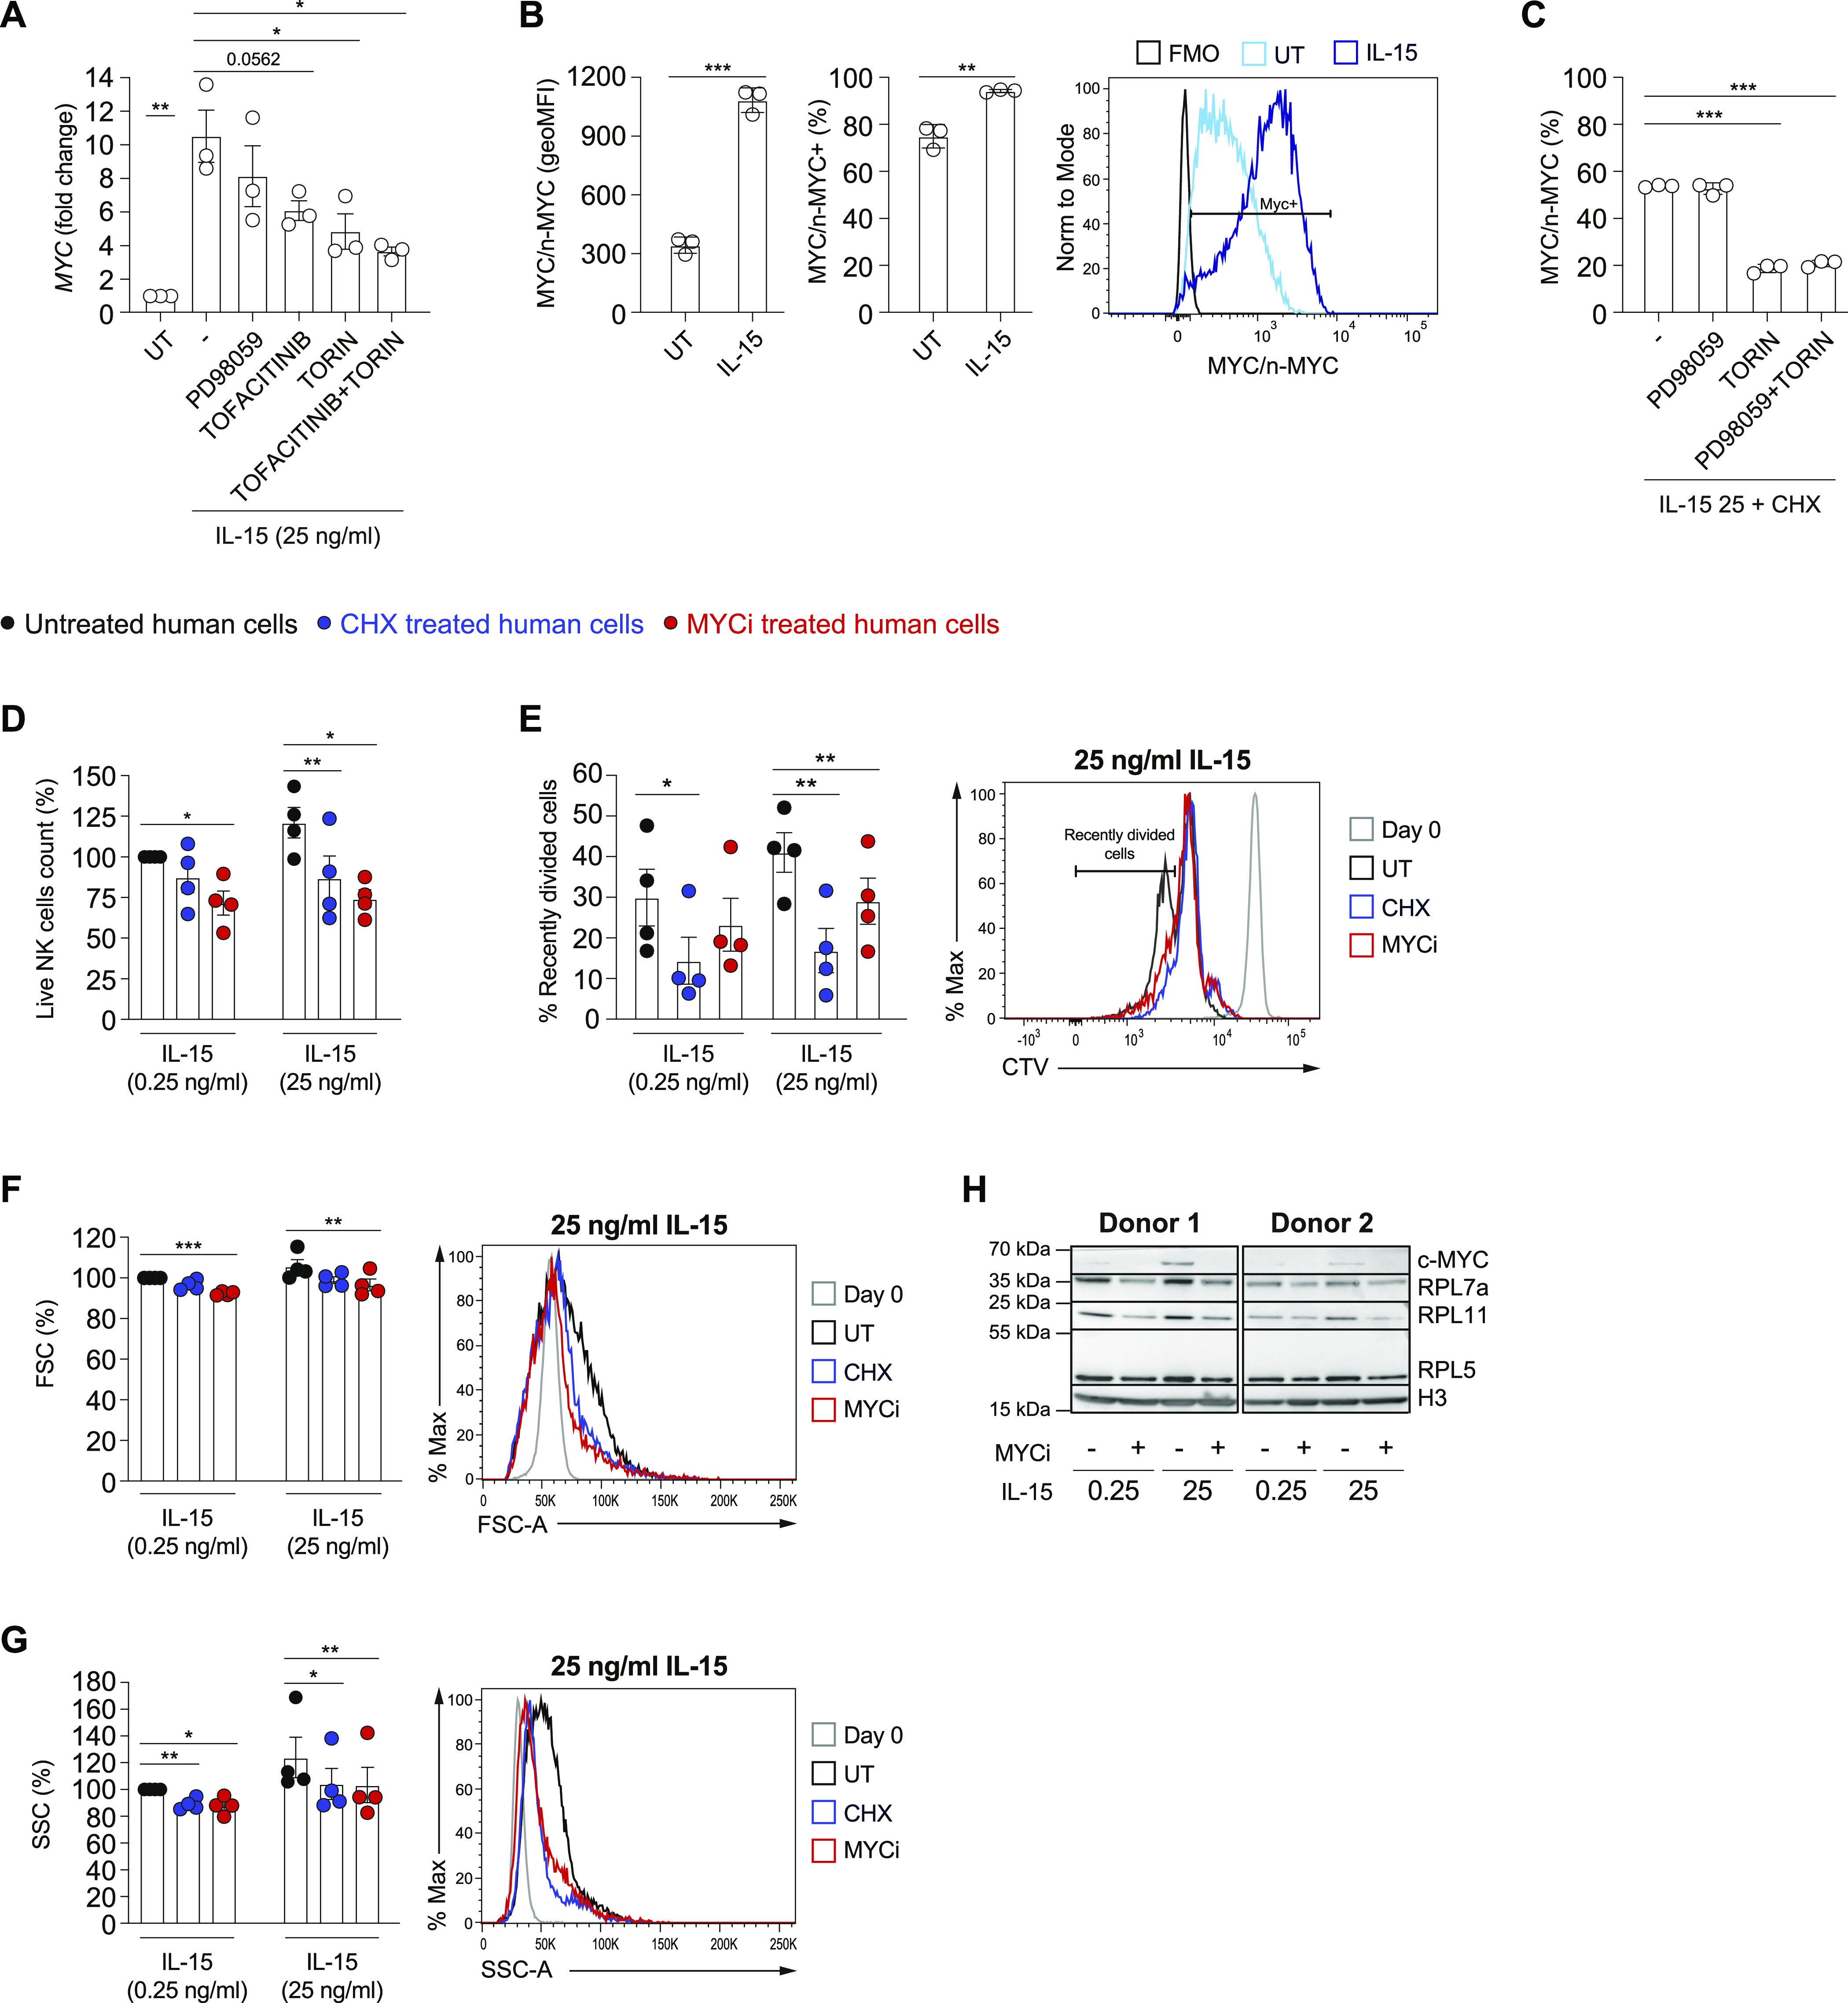
IL-15 up-regulates MYC and the translational machinery in human NK cells. **(A)** qRT–PCR analysis (normalized to *POLR2A*) is shown for *MYC* mRNA in DERL7 cells pretreated (30 min) or not with Torin2 (250 nM), PD98059 (10 μM), tofacitinib (90 nM) or combinations thereof, and stimulated with 25 ng/ml of IL-15 for 2 h. **(B)** DERL7 cells were stimulated with 25 ng/ml of IL-15 or left untreated for 2 h and MYC expression levels were determined and expressed as geometric MFI and percentage positive; a representative histogram is shown. **(C)** DERL7 cells were stimulated with 25 ng/ml of IL-15 for 2 h and then treated with cycloheximide (20 μg/ml), Torin2 (250 nM), and/or PD98059 (10 μM), as indicated. Graphs show the percentage reduction in MYC after 70 min (measured as geometric MFI). **(D, E, F, G)** NK cells enriched from the blood of healthy human donors were stimulated with the indicated doses of IL-15. After an overnight period, 0.04 μg/ml of CHX or 20 μM MYC inhibitor 10058-F4 were added on a daily basis and the cells were cultured for further 3 d. NK cells were then analyzed by flow cytometry (CD56^+^CD3^−^). **(D, E, F, G)** Graphs show the percentage change in numbers of live NK cells (D), percentage of recently divided, and representative histogram overlay of CTV dilution (E), geometric mean and representative histogram overlays of FSC (F), and SSC (G) in the indicated condition. **(H)** The expressions of MYC and of ribosomal proteins RPL5, RPL7a, and RPL11 were assessed in cell lysates by Western blotting; Histone H3 was used as a loading control. **(A, B, C, D, E, F, G)** Results depict mean ± SEM of n = 3 biological replicates and are a pool of three independent experiments (A), mean ± SD of n = 3 technical replicates and are representative of two independent experiments (B, C), and mean ± SEM of n = 4 donors (D, E, F, G; the average of the condition treated with 0.25 ng/ml IL-15 only was set as 100%). **(A, B, C, D, E, F, G)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001; *t* test, paired (A, D, E, F, G) or unpaired (B, C); only statistically significant differences are shown.

To evaluate whether MYC promotes ribosome formation and translation also in human cells, we isolated NK cells from healthy donors’ blood and assessed the effects of the specific MYC inhibitor 10058-F4 upon stimulation with 0.25 and 25 ng/ml human IL-15 in vitro. Human NK cells did proliferate significantly already at the low dose of IL-15 and MYC inhibition limited their expansion most prominently in response to high IL-15 stimulation (Figs 6D and E and S4A). Notably, similar effects were achieved by treating human NK cells with low-dose CHX, aimed at partially reducing translation (Figs 6D and E and S4A). Whereas the difference in size and granularity induced on human NK cells going from 0.25 to 25 ng/ml IL-15 was marginal, 10058-F4 and CHX also showed a tendency to reduce NK cell size and granularity (Figs 6F and G and S4A). Notably, 10058-F4 treatment decreased the expression of the tested ribosomal proteins (Fig 6H) induced by—in particular—25 ng/ml of IL-15. These results underline strong parallels between mouse and human NK cells with respect to MYC regulation and its effects on the translation machinery.

**Figure S4.**
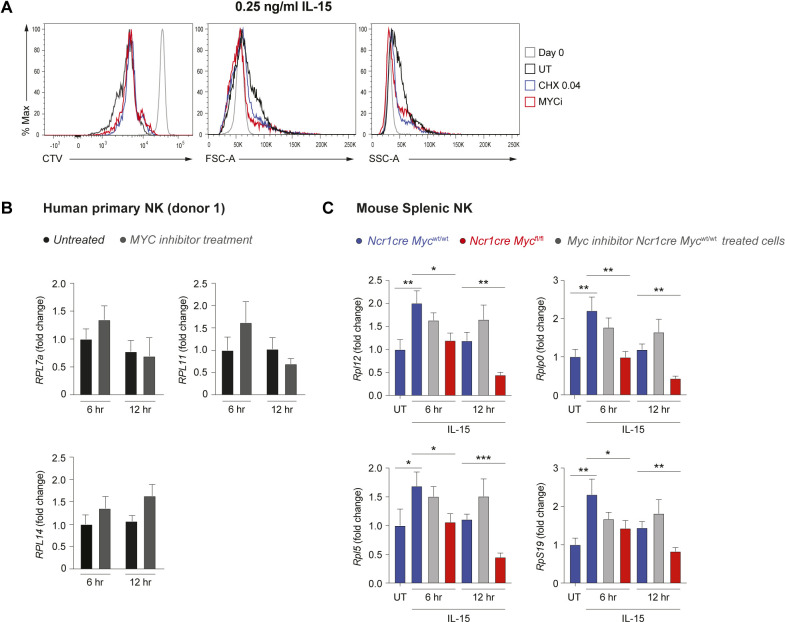
Differences between genetic Myc ablation and inhibition using 10058-F4. **(A)** As in Fig 6E–G, representative histogram overlays of CTV dilution, FSC, and SSC are shown. **(B)** NK cells enriched from the blood of a healthy human donor were stimulated with 25 ng/ml IL-15 and 20 μM MYC inhibitor 10058-F4 overnight; then, a second dose of 20 μM MYC inhibitor 10058-F4 was added and cells were cultured for further 6–12 h mRNA expression of *RPL7A*, *RPL11,* and *RPL14* was determined by qRT–PCR. Values (normalized to *POLR2A*, *UBE2D2, and HPRT*) are shown as fold-change versus untreated 6 h. **(C)** Control or Myc-deficient enriched splenic NK cells were stimulated overnight with 50 ng/ml IL-15 overnight and treated or not with 20 μM Myc inhibitor 10058-F4. Then, a second dose of 20 μM Myc inhibitor 10058-F4 was added or not, and cells were cultured for further 6 or 12 h, as indicated. mRNA expression of *Rplp0*, *Rpl12*, *Rpl5,* and *Rps19* was determined by qRT–PCR. Values (normalized to *Polr2a*, *18 s*, *Gapdh, and Hprt*) are shown as fold change versus freshly isolated untreated (UT) control cells. **(B, C)** Results depict mean ± SD of n = 2 (B) and n = 3 technical replicates (C), and are representative of two independent experiments. **(B, C)** Only statistically significant differences compared with the untreated controls (C) and with the respective 6 h and 12 h *Ncr1cre Myc*^wt/wt^ control are shown; *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001; *t* test, unpaired (C).

We next asked whether ribosomal proteins were affected at the transcriptional level also in primary human NK cells after MYC inhibition. To this aim, we treated primary NK cells with IL-15 in presence or absence of 10058-F4 and checked the mRNA levels of selected ribosomal genes. Transcripts of these genes were however not reduced (Fig S4B). We thus wondered if this could be attributed to the chemical inhibitor used in human NK cells. To assess this, we compared ribosomal gene transcripts in murine control NK cells treated with a Myc inhibitor and in Myc-deficient NK cells. 10058-F4 was not only less effective than Myc ablation to reduce the levels of these transcripts, but also showed transient effects (Fig S4C), indicating that the inhibitor works inefficiently or on some aspects of MYC function. In spite of this, MYC inhibition culminated in affecting the translation machinery at the protein level (Fig 6H), suggesting that MYC regulates translation in a robust and multilevel fashion.

### Deletion of Myc impacts on NK cell immunity

We finally asked whether the perturbations caused by the absence of Myc on NK cell homeostasis influenced immunity. Given the importance of inhibitory and activating receptors for NK cell education and function, we first assessed the receptor repertoire on NK cells from *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice. Although a decrease in the levels of KLRG1 on the effector subsets was noticeable, most other differences were moderate or absent (Fig 7A). A second parameter essential for NK cells’ function is their capacity to produce effector cytokines and cytotoxic mediators. As IL-15 is not only a crucial cytokine for NK cell ontogeny and homeostasis, but also for NK cell effector capacity, we measured the production of cytotoxic or inflammatory mediators by Myc-deficient NK cells before or after exposure to IL-15. Although the production of granzyme (Gzm) A was high irrespective of the genotype or the stimulatory condition in DP and CD11b SP NK cells, we observed a substantial defect in the production of GzmB and IFN-γ in DP and CD11b SP Myc-deficient NK cells upon IL-15 stimulation (Fig 7B). These results are in good agreement with the curtailed response to IL-15 that we observed in these NK cell subsets (Fig 3A).

**Figure 7.**
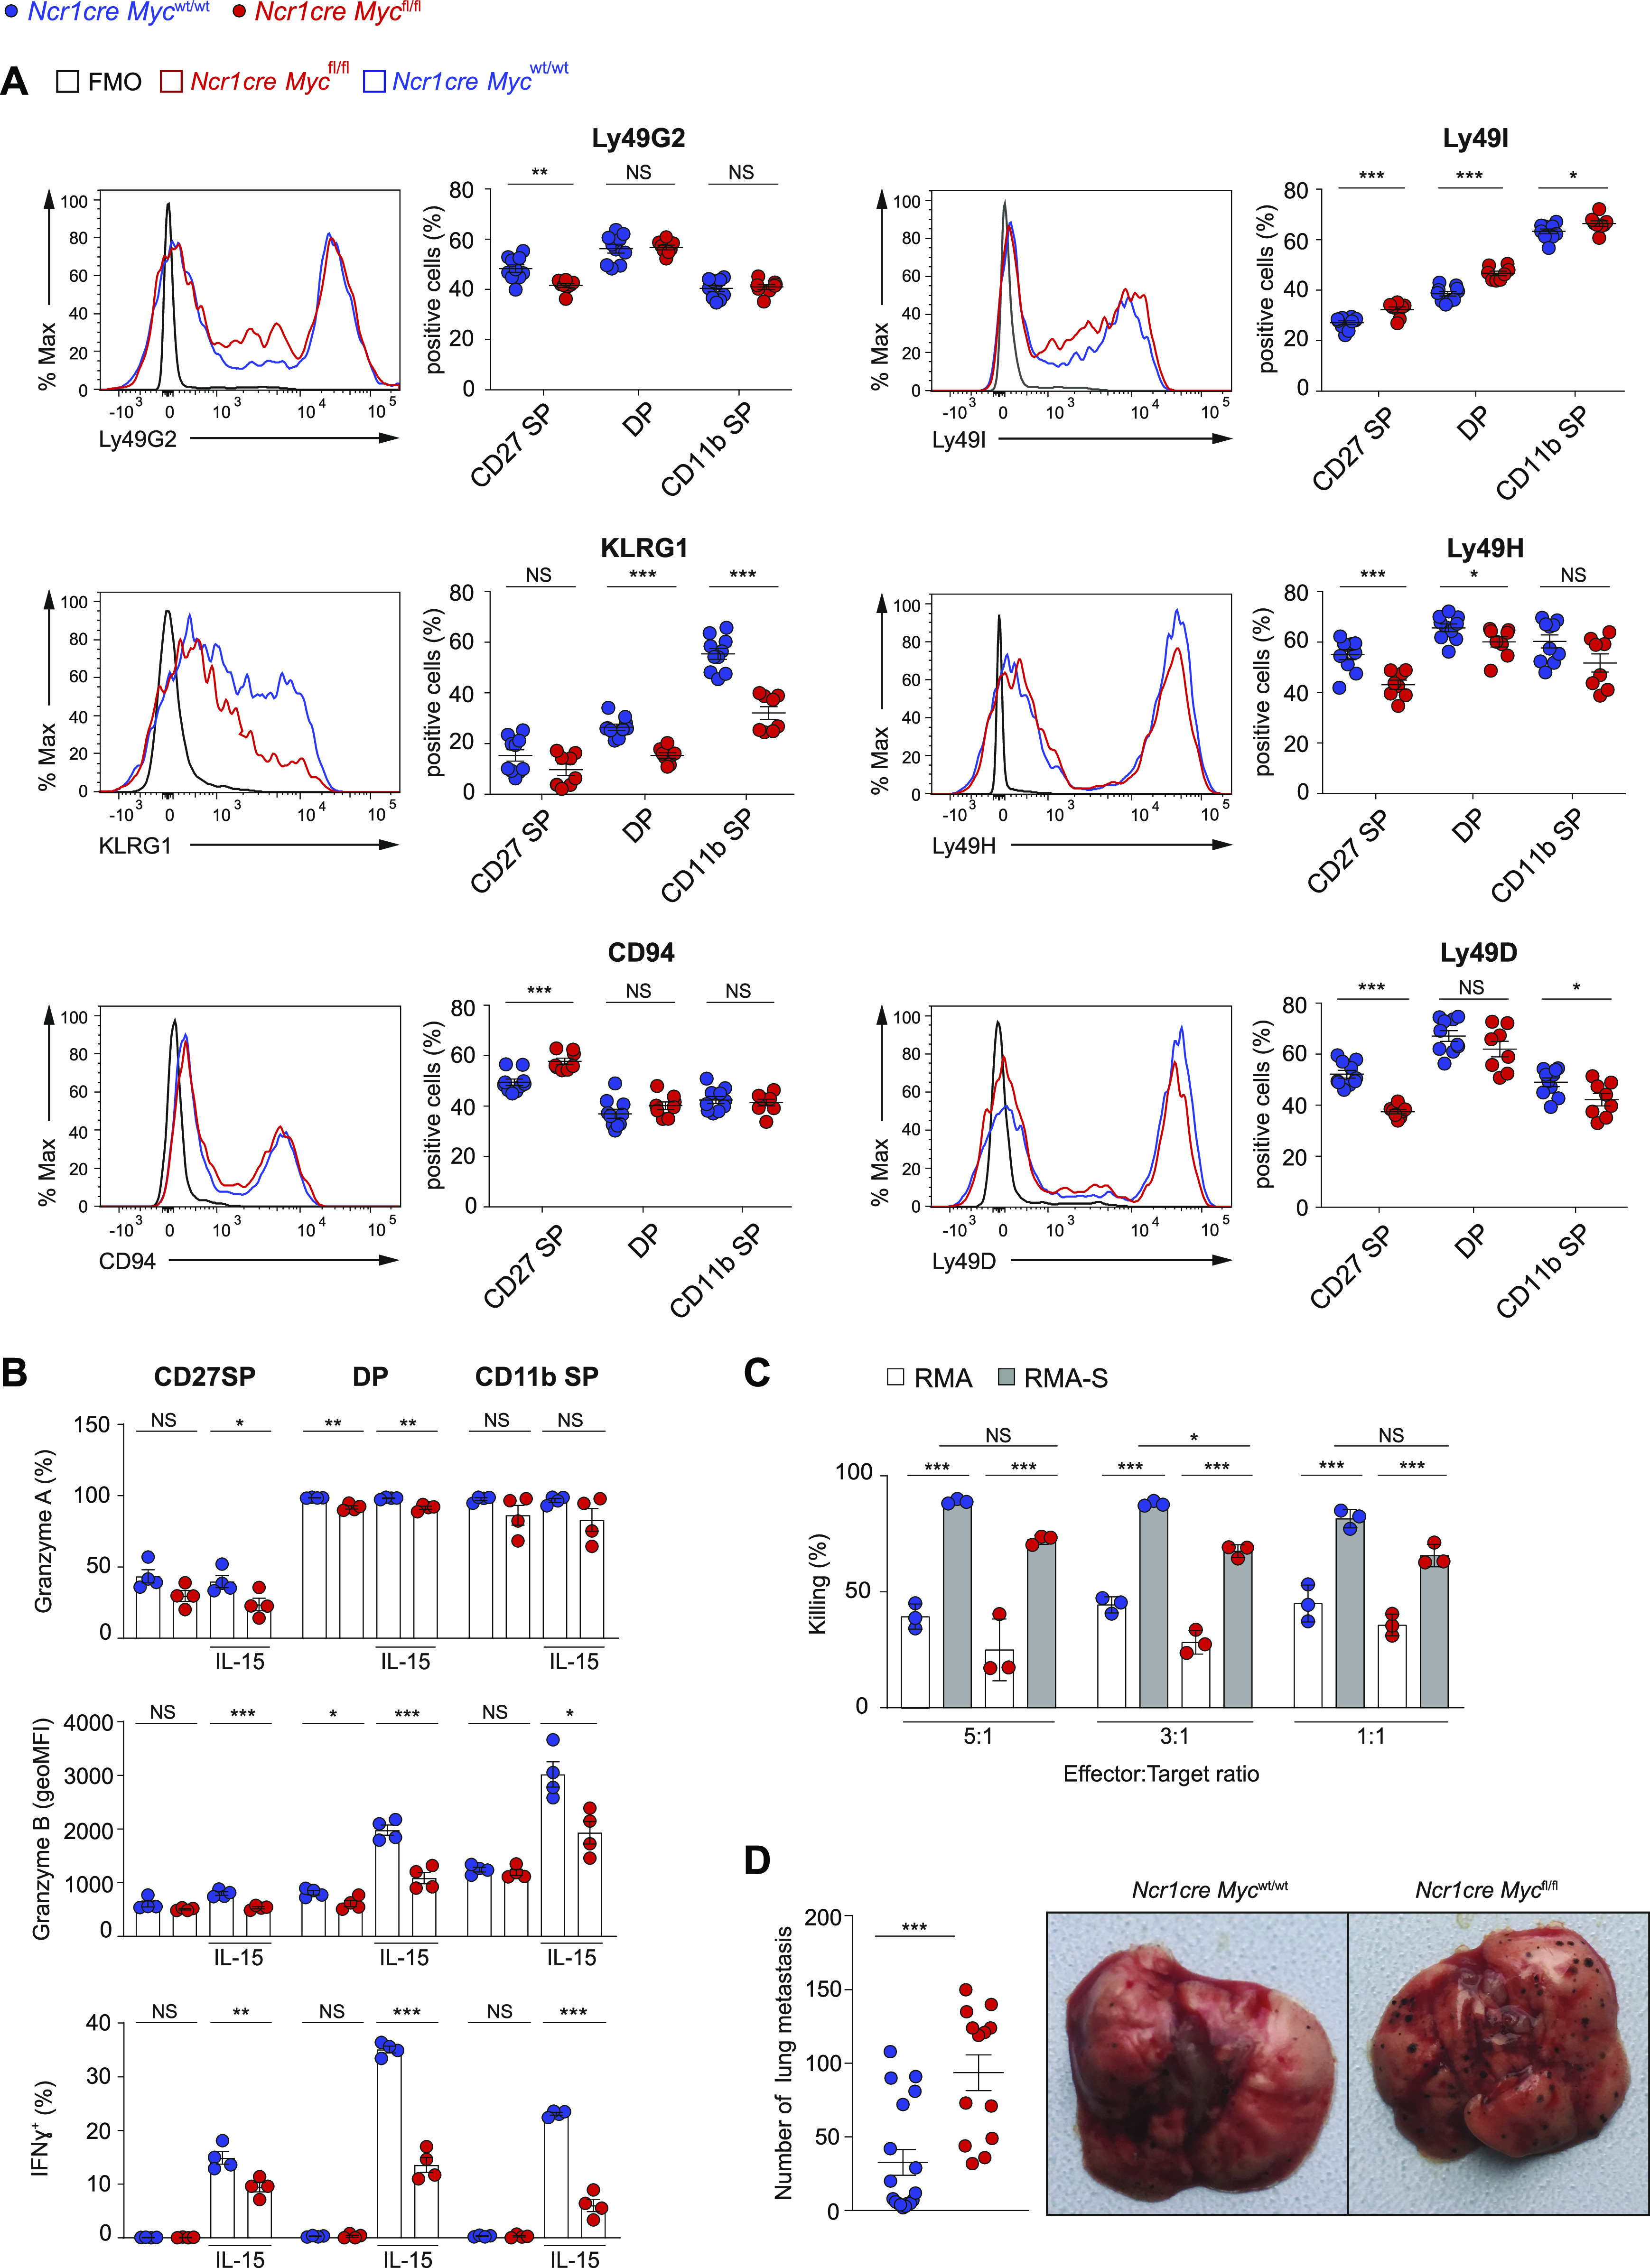
NK cell-intrinsic requirement of Myc for B16 control. **(A)** The expression of the indicated receptors on splenic NK cells (NK1.1^+^CD3^–^CD19^–^) from *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice is depicted as representative flow cytometry histogram and as percentage positive population. **(B)** Graph illustrates the production of granzyme A, granzyme B, and IFN-γ by splenic NK cells (gated as NK1.1^+^CD3/CD19^−^) after stimulation with 50 ng/ml IL-15 for 4.5 h as measured by flow cytometry. **(C)** NK cells isolated from polyinosinic:polycytidylic acid (polyI:C)-treated *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice were plated with RMA or RMA-S cells at the indicated ratios. The graph depicts percentage killing of target cells, as measured by quantifying PI^−^ living target cells after 4 h. **(D)** Quantification of nodules and a representative picture of the lungs at day 10 after intravenous injection of B16F10 melanoma. **(A, B, D)** Results illustrate mean ± SEM of n = 8–10 mice per genotype (A), of n = 4 mice per genotype (B), of n = 13–18 mice per genotype (D), and are a pool of two experiments (A, D) or are representative of at least two experiments (B). **(A, B, D)** Each symbol represents an individual mouse. **(C)** Results depict mean ± SD (n = 3 technical replicates) and are representative of at least two experiments. **(A, B, C, D)** Statistical comparisons are shown; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and NS, non-significant; *t* test, unpaired (A, B, D) and two-way ANOVA (C).

To understand if these differences resulted in a decreased killing capacity by Myc-deficient NK cells, we examined in vitro their cytotoxic activity. Myc-deficient NK cells were able to significantly eliminate RMA-S (lacking MHCI) target cells, despite to a lower extent when compared with control NK cells, a trend that was observed also in the aspecific toxicity affecting control RMA cells (expressing MHCI) (Fig 7C).

Finally, we studied how deletion of Myc affects immunity in vivo. We thus injected *Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice i.v. with B16 cells, a tumor model for metastatic melanoma. Notably, based on the number of nodules found 10 d later in the lung, *Ncr1cre Myc*^fl/fl^ mice eliminated significantly less melanoma cells (Fig 7D). Taken together, these data highlight how *Ncr1cre Myc*^fl/fl^ mice present a substantially weakened antitumor immunity, reflecting a moderate NK cell-intrinsic killing defect together with a substantial loss of mature peripheral NK cells.

## Discussion

Here, we report that Myc is critical for NK cell development and, thus, for NK cell-mediated immunity. With regard to NK cell effector functions, we observed that Myc was needed for the induction of IFN-γ and GzmB by IL-15, in line with findings downstream of IL-2/IL-12 stimulation (Loftus et al, 2018). Indeed, we found that Myc was required for the IL-15-dependent activation of ERK, S6, and STAT5 in effector NK cells. Despite this, neither the levels of granzyme A nor the killing on a per cell basis were dramatically affected by Myc deletion. Furthermore, with the exception of KLRG1, peripheral Myc-deficient NK cells exhibited mild alterations in the expression of inhibitory receptors. These findings did not support a prime role for Myc in controlling cytotoxicity and inhibitory receptor induction in our system. In *Ncr1cre Myc*^fl/fl^ mice, peripheral mature NK cell numbers were decreased by roughly 70%, largely explaining the defective NK cell-mediated anticancer immunity.

We thus demonstrated a major role for Myc in developing NK cells, in which it is highly expressed. In line with these findings and with previous publications on the role of Myc in IL-15-dependent T cell homeostasis and development (Bianchi et al, 2006; Jiang et al, 2010), we showed that Myc is required for NK cell expansion upon IL-15 stimulation. As IL-15 normally induced multiple signaling pathways in CD27SP Myc-deficient NK cells, we asked whether Myc was implicated downstream of STAT5, mTOR, and ERK. Besides corroborating the role of STAT5 (Gotthardt et al, 2016; Villarino et al, 2017), we identified a contribution by mTOR in regulating *MYC* transcript levels. Furthermore, we found that mTOR is crucial to limit MYC degradation downstream of IL-15. Altogether, these results not only demonstrate that MYC is a central node downstream of IL-15, but also identify the multilevel crosstalk between MYC and IL-15 in murine and human NK cells.

In IL-2/IL-12-stimulated NK cells, Myc has been shown to promote glycolysis and mitochondrial function (Loftus et al, 2018). While we confirm a trend towards decreased expression of genes involved in these pathways in Myc-deficient NK cells, we found that most of the genes significantly regulated by Myc are related to translation, a fundamental cellular process, which might—in turn—broadly affect cellular metabolism. The capacity of Myc to transactivate ribosomal genes has so far been mostly studied in cancer and pluripotent cells (Poortinga et al, 2004; van Riggelen et al, 2010; Seitz et al, 2011; Lee et al, 2012; Scognamiglio et al, 2016; Thomas et al, 2019; Destefanis et al, 2020; Popay et al, 2021). Supporting a role for Myc in basic protein metabolism, a recent study on activated T cells highlighted how Myc controls the expression of amino acid transporters including Slc7a5, whose deletion largely phenocopied the effects of Myc ablation (Marchingo et al, 2020). In NK cells, although we found that Myc maintains *Slc7a5* transcription, Slc7a5 is also required to sustain Myc levels (Loftus et al, 2018), revealing a feed-forward loop concurring to regulate translation. Notably, emerging data show that translation-related genes represent a key but often overlooked signature controlled by Myc in multiple primary immune cells and future work will help define the important roles that such a basic mechanism might play in these cells (Perez-Olivares et al, 2018; Marchingo et al, 2020; Saravia et al, 2020; Tang et al, 2021).

Given the impossibility to genetically rescue the multiple defects of the translational module observed in Myc-deficient NK cells, we explored the effects of partially inhibiting translation in NK cells. Notably, this approach recapitulated the expansion, size, and granularity phenotype observed in both murine and human NK cells lacking functional Myc. However, we also observed that using 10058-F4 to block MYC activity in vitro did not fully mirror the phenotype of Myc-knockout NK cells at the transcriptional level. This suggests that this inhibitor acts either less effectively or differently from genetic deletion. Yet, we conclude that MYC regulates the translational machinery through multiple pathways that remain to be elucidated in greater detail. Importantly, we also identified cycloheximide doses which affected proliferating NK cells but not resting NK cells’ viability, revealing an interesting therapeutic window.

Our results suggest that drugs blocking translation, IL-15, JAK or mTOR downstream of this cytokine might concur in the treatment of lymphoid tumors of NK cell origin depending on MYC (Devlin et al, 2016; Schwartz et al, 2017; Laham-Karam et al, 2020). Our data also indicate that the low levels of Myc found in unstimulated peripheral NK cells limit their protein synthesis rate, thereby warranting a status of quiescence, which is important to avoid overzealous responses or a state of terminal differentiation (Castro et al, 2018).

Although the contribution of Ncr1^+^ ILCs, ILC1s in particular, to the control of B16 melanoma cannot be formally excluded, our observation that liver ILC1s are not reduced and the notion that NK cells are key to control this metastatic cancer model supports the relevance of Myc in conventional NK cells for maintaining the antitumor response (Victorino et al, 2015; Lopez-Soto et al, 2017; Howard et al, 2021). This observation is of great importance as in the work by Tang et al, no significant difference was observed when subcutaneously engrafting B16 melanoma cells in *Ncr1cre Myc*^fl/fl^ mice as compared with the controls (Tang et al, 2021).

Whereas our results suggest that combining NK cell-based immunotherapeutic approaches with strategies aimed at targeting MYC might be inappropriate, data by others suggest that targeting MYC in lymphoma cells exerts beneficial effects on NK cell responses (Swaminathan et al, 2020). Given these complementary observations, it will be important to weight the effects of Myc inhibitors in preclinical cancer models and evaluate different regimens (Han et al, 2019). The multilevel interplay between MYC and IL-15 and the role of this transcription factor in anticancer NK and—most likely—chimeric antigen receptor-NK cells’ immunity reinforce the rationale for developing and employing targeted immunostimulatory approaches, such as multifunctional engagers carrying IL-15 (Lee et al, 2011; Vallera et al, 2016; Liu et al, 2018; Gardiner, 2019; Zakiryanova et al, 2019).

## Materials and Methods

### Human primary NK cell isolation and culture

Human peripheral blood mononuclear cells (PBMCs) from healthy donors were prepared form purchased buffy coats (Servizio Trasfusionale della Svizzera italiana; Lugano). Buffy coats were diluted 1:2 by adding an equal amount of prewarmed RPMI 1640 (Gibco) and layered over Ficoll (Cytiva). Cells were span down at 800*g* for 30 min, at 20°C, without break. Interphase with PBMCs was harvested and diluted with a prewarmed medium followed by spinning down at 450*g* for 15 min at 20°C and washing with the above medium containing 0.5% human serum. NK cells were enriched from PBMCs by EasySep Human NK Cell Isolation Kit (Stem Cell Technologies) and cultured at 37°C in 5% CO_2_ in RPMI 1640 (Gibco) supplemented with 10% FBS (Gibco), 50  U/ml penicillin, 50 μg/ml streptomycin (Gibco), 1X MEM NEAA (Gibco), 1 mM sodium pyruvate (Gibco) in the presence of the indicated amounts of human recombinant IL-15 (Peprotech).

### Human NK cell lines’ culture

DERL7 cell line was kindly provided by Prof. F Bertoni, IOR, Bellinzona, and cultured at 37°C in 5% CO2 in RPMI 1640 (Gibco) supplemented with 20% FBS (Gibco), 50 U/ml penicillin, 50 μg/ml streptomycin (Gibco), 1 mM sodium pyruvate (Gibco) in the presence of 100 IU/ml recombinant human IL-2 (PeproTech).

### Mice

*Ncr1cre Myc*^fl/fl^ and *Ncr1cre Myc*^wt/wt^ mice were generated by crossing *Ncr1cre* and *Myc*^fl/fl^ mice which were previously described (Trumpp et al, 2001; Narni-Mancinelli et al 2011). *Ncr1cre Myc*^wt/wt^ mice were also crossed onto a CD45.1 congenic background. The mice were backcrossed multiple times on a C57BL/6 background. These mice and C57BL/6 mice were crossed and/or housed at the animal facility of the University of Lausanne and of the Institute for Research in Biomedicine of Bellinzona. Sex- and age-matched 6–14-wk-old mice were used in the experiments. All animal experimental protocols were approved by the veterinary office regulations of the states of Vaud and of Ticino, Switzerland, and all methods were performed in accordance with the Swiss guidelines and regulations.

### Isolation of liver immune cells

Livers were perfused with PBS 10 IU/ml heparin (Sigma-Aldrich) and mechanically dissociated by gently pressing through 40 μM nylon mesh filters. The cell suspension was centrifuged at 50*g* for 5 min to remove the parenchymal cells. The supernatants were centrifuged for 5 min at 500*g* and the pellet was washed twice with RPMI 1640 (Gibco) medium. The pellet was then resuspended in 40% Percoll (Cytiva) in HBSS (Gibco) and gently overlaid onto 70% Percoll and centrifuged at 800*g* for 25 min without a break. The cells were then collected at the interface and washed with PBS and used for flowcytometry analysis.

### Melanoma tumor model

B16-F10 melanoma cells were maintained in RPMI-1640 (Gibco) supplemented with 10% FBS (Gibco), 2 mM L-glutamine (Gibco), 50 U/ml penicillin, 50 μg/ml streptomycin (Gibco) and cultured at 37°C in 5% CO2. Then, 10^5^ cells were intravenously injected in *Ncr1cre Myc*^wt/wt^ mice and *Ncr1cre Myc*^fl/fl^ mice. The mice were euthanized at day 10 after injection and the number of lung surface nodules was counted.

### Mixed BM chimeras

Mixed BM chimeras were generated as previously described (Niogret et al, 2019), except that donor BM cells were obtained from sex-matched *Ncr1cre Myc*^fl/fl^ mice and *Ncr1cre Myc*^wt/wt^ mice with the CD45.1 congenic marker by flushing tibias and femurs and mixing them in a 1:1 ratio before injection. The chimeras were used for the respective experiments 6–8 wk post-BM reconstitution.

### Flow cytometry

For flow cytometry analysis, murine cells were preincubated with anti-CD16/32 (2.4G2) to block Fc receptors and then surface stained for 20–30 min at 4°C with antibodies to CD3e (145-2C11), CD11b (M1/70), CD19 (1D3 or 6D5), CD27 (LG.7F9 or LG.3A10), CD45.1 (A20), CD45.2 (104), CD94 (18D3), CD122 (TM-b1), CD132 (TUGm2), CD49a (HM⍺1), DX5/CD49b (DX5), Ncr1 (29A1.4), NK1.1 (PK136), KLRG1 (2F1), Ly49D (4 × 10^5^), Ly49G2 (4D11), Ly49I (YLI-90), and Ly49H (3D10) (purchased from BioLegend or eBioscience).

Human cells were surface stained for 25 min at 4°C with antibodies anti-CD3 (Clone UCHT1; eBioscience) and anti-CD56 (Clone 5.1H11; BioLegend).

Streptavidin-conjugated fluorophores were purchased from BioLegend or eBioscience. Stainings were performed with appropriate combinations of fluorophores. Propidium iodide (0.05 μg/ml from Immunochemistry) was used as a live–dead marker. Events were collected on a FACS Canto, Fortessa (Becton Dickinson) and data were analyzed using FlowJo software (Tree Star Inc.).

### Intracellular flow cytometry stainings

For intracellular staining of Ki67 (SolA15, 1:100; eBioscience), murine NK cells were first surface stained, fixed, and permeabilized using the FoxP3 transcription factor staining buffer set of eBioscience (00-5523-00) according to the manufacturer’s recommendations. For assessment of Myc levels, intracellular staining was performed using Foxp3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s protocol. Cells were stained for 1 h in a permeabilization buffer with an Myc antibody (Myc/n-Myc D3N8F rabbit mAb PE antibody, #35876, 1:50; Cell Signaling). Myc expression (expressed as geometric MFI) was measured by flow cytometry and the background of Myc-knockout NK cells was subtracted. For Bcl2 staining, BM cells were fixed, permeabilized as above, and stained for 1 h in the permeabilization buffer with Bcl2 antibody (Bcl2 10C4, 1:100; Invitrogen).

To assess the Myc stability, enriched mouse splenic NK cells or human DERL7 NK cell line were stimulated 2 or 3 h, respectively, with recombinant mouse or human IL-15. The cells were then treated with CHX (20 μg/ml) alone or in combination with Torin2 (250 nM from Selleckchem), PD98059 (10 μM) or both for 70 min. The Myc content was then assessed by intracellular staining as mentioned above.

### Analyses of effector molecule production

For intracellular IFN-γ, GzmA, and GzmB detection, splenocytes from control and *Ncr1cre Myc*^fl/fl^ mice were left unstimulated or stimulated for a total of 4.5 h at 37°C with 50 ng/ml IL-15 and Brefeldin A (10 μg/ml Enzo Life Science) was added after the first 2 h. The cells were fixed with fixation/permeabilization buffer (eBioscience) for intracellular staining for IFN-γ (F3 IGH48; eBioscience) and granzyme A (3G8.5; eBioscience). Granzyme B (NGZB; eBioscience) staining was performed after fixation (25 min at 22–28°C) and permeabilization with the Foxp3 Transcription Factor Staining Buffer Set (#00-5523-00; eBioscience). Intracellular staining was then performed for 30 min at 22–28°C (with the antibody diluted in the permeabilization buffer).

### Signaling analysis

For signaling analysis, splenocytes from control and *Ncr1cre Myc*^fl/fl^ mice were left unstimulated or stimulated with 50 ng/ml recombinant mouse IL-15 (PeproTech) for 40 min at 37°C and analyzed for intracellular protein phosphorylation by flow cytometry. The cells were then surface stained on ice, fixed with 2% paraformaldehyde at 4°C for 20 min, and permeabilized with 90% methanol for 30 min at 4°C. Intracellular phosphostainings were performed 1 h at room temperature in the dark with antibodies against phospho-STAT5 (Tyr694; D47E7 XP rabbit mAb #4322; Cell Signaling, 1:150), phospho-S6 ribosomal protein (Ser235/236; D57.2.2E; XP rabbit mAb #4858; Cell Signaling, 1:200), phospho-ERK1/2 (Thr202/Tyr204; D13.14.4E; XP rabbit mAb #4370; Cell Signaling, 1:150).

### Mouse NK cell isolation and culture

For experiments requiring enriched NK cells, splenic NK cells were isolated using the EasySep mouse NK cell isolation kit (Stemcell Technologies) according to the manufacturer’s recommendations. NK cell enrichment was confirmed by flow cytometry. As indicated, NK cells were further FACS-sorted for selected experimental settings and when derived from BM. NK cells were then cultured in RPMI 1640 (Gibco) supplemented with 10% FBS (Gibco), 50 U/ml penicillin, 50 μg/ml streptomycin (Gibco), 1 mM sodium pyruvate (Gibco), 50 μM 2-mercaptoethanol (Gibco), and cultured at 37°C in 5% CO2 with the indicated amounts of recombinant mouse IL-15 (PeproTech).

### Immunoblot analyses

Human or mouse NK cells or NK cell lines were lysed in Laemmli sample buffer, boiled for 5 min at 95°C, and separated on SDS–PAGE gel. The proteins were then transferred onto a nitrocellulose membrane, blocked by 5% milk in PBS TWEEN 20 (Sigma-Aldrich), and then incubated with the primary antibodies: anti-Myc (D84C12), anti-RPL5 (D5Q5X), anti-RPL7a (E109), anti-RPL11(D1P5N), anti-Gapdh (polyclonal), anti- β-Actin (8H10D10), anti-S6 ribosomal protein (54D2), anti-p42 MAP kinase (Erk2), anti-Stat5 (D3N2B), anti-P-p44/42 MAPK (T202/Y204) (D13.14.4E), anti-P-S6 (S235/236) (D57.2.2E), anti-P-p70 S6 kinase (T389) (108D2), anti-P-Stat5 (Y649) (D47E7), anti-Histone H3 (D1H2) from Cells Signaling Technologies (1:1,000 dilution) and anti-RPS19 (ab40833; Abcam, 0.2 μg/ml). Blots were washed and incubated with respective secondary antibodies (1:2,500) followed by washing and developed using a chemiluminescent substrate solution (Witec AG) and imaged by image analyzer machine Fusion FX (Vilber).

### Metabolic labeling

Mouse NK cells (purity > 94%) were washed with prewarmed (PBS; Gibco) and then pulse labeled with 0.05 mCi of [35S]-methionine/cysteine in DMEM (Gibco), 50 mM Hepes (Gibco), and 2 mM L-glutamine (Gibco) for 20 min at 37°C. The labeling medium was removed and the cells were washed with PBS. The cells were lysed with RIPA buffer (1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate in HBS, pH 7.4) containing 20 mM N-Ethylmaleimide and protease inhibitor cocktail (1 mM PMSF, chymostatin, leupeptin, antipain, and pepstatin, 10 μg/ml each) for 20 min on ice. Lysates were subjected to centrifugation at 4°C and 10,000*g* for 10 min and postnuclear supernatants were collected. Samples were subjected to SDS–PAGE, and proteins were transferred to PVDF membranes using the Trans-Blot Turbo Transfer System (Bio-Rad). PVDF membranes were exposed to autoradiography films (GEHealthcare) and were scanned with the Typhoon FLA 9500 (Software Version 1.0).

### Cell labeling and in vitro expansion analyses

To study murine NK cell expansion, enriched NK cells were labeled with 5 μM cell trace violet (CTV; Life Technologies) in PBS 2% FBS at 37°C for 20 min. Cells were seeded at a density of 0.6–2 × 10^6^/ml in the presence of the indicated concentration of recombinant mouse IL-15. In the experiments where cycloheximide (CHX; Sigma-Aldrich) was employed, after an overnight period, 0.01 or 0.05 μg/ml of CHX was added and the cells were further cultured for 3 d.

To study human NK cell expansion, enriched NK cells were labeled with 5 μM CTV, seeded at a density of 0.5 × 10^6^/ml and stimulated with 0.5 or 25 ng/ml recombinant human IL-15 (PeproTech). After an overnight period, 0.04 μg/ml of CHX, 20 μM MYC inhibitor 10058-F4 (Sigma-Aldrich) was added, and the cells further cultured for 3 d. The cells were stained and analyzed by flow cytometry.

### In vitro killing assay

RMA and RMA-S cell lines were cultured in RPMI 1640 (Gibco) supplemented with 10% FBS (Gibco), 50 U/ml penicillin, 50 μg/ml streptomycin (Gibco), 1 mM sodium pyruvate (Gibco), 50 μM 2-mercaptoethanol (Gibco), at 37°C with 5% CO_2_. Control *Ncr1cre Myc*^wt/wt^ and *Ncr1cre Myc*^fl/fl^ recipient mice were pre-treated with 150 μg of polyinosinic:polycytidylic acid (Poly[I:C]; InvivoGen) by intraperitoneal injection 24 h before the experiment. Splenocytes were collected and enriched for NK cells (Stemcell Technologies). 9 × 10^3^ CTV-labeled target cells (RMA or RMA-S) were then cocultured in NK cell medium for 4 h at 37°C in a 1:1, 1:3 or 1:5 ratio to the NK effector cells in a 96-well plate. Analysis was then performed by flow cytometry. RMA rejection is shown as percentage of killing.

### Quantitative RT–PCR analyses

BM and splenic NK cells were FACS-sorted as indicated in the text. Sorts were performed using FACSAria III, BD Biosciences. In other experiments, isolated WT NK cells were pretreated (15–30 min) or not with Torin2 (250 nM from Selleckchem), PD98059 (10 μM from Adipogen), tofacitinib (90 nM from GSK) or combinations thereof and stimulated with 50 ng/ml of recombinant mouse IL-15 for 2 h. Then, total RNA was extracted using the TRIzol reagent (Life Technologies) according to the manufacturer’s instructions. Annealing with random primers (Life technologies) was performed at 70°C for 5 min, followed by retrotranscription to cDNA with M-MLV RT, RNase H(−) point mutant (Promega) in the presence of buffer, nucleotides, and RNasin Plus RNase Inhibitor (Promega). The reaction was then incubated at 40°C for 10 min, 45°C for 50 min, and 70°C for 15 min. cDNAs obtained were diluted and quantitative PCR was performed using the PerfeCTa SYBR Green FastMix (Quantabio) on a QuantStudio 3 Real-Time PCR System machine (Applied Biosystems). Standard cycling was used (45 cycles of 95, 60, and 72°C steps of 10 s each). Negative control reactions were cycled alongside test samples to ensure the absence of contaminating genomic DNA. The expression of *Myc* gene was determined relative to the abundance of the housekeeping gene RNA polymerase II Subunit A (*Polr2a*) and/or 18 s. Data were analyzed and transcript abundance and SD calculated using the Thermo Fisher Connect software.

Primers (Fwd; Rev) used were as follows; for mouse: *Polr2a*: (5′-CCGGATGAATTGAAGCGGATGT-3′; 5′-CCTGCCGTGGATCCATTAGTCC-3′); *Myc*: (5′-CCAGCAGCGACTCTGAAGAA-3′; 5′-GGCAGGGGTTTGCCTCTT-3′); *18 s*: (5′-GTAACCCGTTGAACCCCATT-3′; 5′-CCATCCAATCGGTAGTAGCG-3′), *Rplp0* (5′-AGATTCGGGATATGCTGTTGGC-3′; 5′-TCGGGTCCTAGACCAGTGTTC-3′), *Rpl5*: (5′-TTGGTGATCCAGGACAAGAATAA-3′; 5′-GCACAGACGATCATATCCCC-3′), *Rpl12*: (5′-ATCAAAGCCCTCAAGGAGCC-3′; 5′-AAGACCGGTGTCTCATCTGC-3′), *Rps19*: (5′-CAGCACGGCACCTGTACCT-3′; 5′-GCTGGGTCTGACACCGTTTC-3′), *Gapdh*: (5′-TGATGGGTGTGAACCACGAG-3′; 5′-GCCCTTCCACAATGCCAAAG-3′), *Hprt*: (5′-GCAGTACAGCCCCAAAATGG-3′; 5′-AACAAAGTCTGGCCTGTATCCAA-3′).

For human: *Polr2a*: (5′-CGCACCATCAAGAGAGTCCAGTTC-3′; 5′-GTATTTGATGCCACCCTCCGTCA-3′); *Myc*: (5′-GCTGCTTAGACGCTGGATT-3′; 5′-CGAGGTCATAGTTCCTGTTGG-3′), *Ube2d2*: (5′-GATCACAGTGGTCTCCAGCA-3′; 5′-CGAGCAATCTCAGGCACTAA-3′), *Hprt*: (5′-TCAGGCAGTATAATCCAAAGATGGT-3′; 5′-AGTCTGGCTTATATCCAACACTTCG-3′), *Rpl7a*: (5′-GCTGAAAGTGCCTCCTGCGA-3′; 5′-CACCAAGGTGGTGACGGTGT-3′), *Rpl11*: (5′-TCCACTGCACAGTTCGAGGG-3′; 5′-AAACCTGGCCTACCCAGCAC-3′), and *Rpl14*: (5′-TTAAGAAGCTTCAAAAGGCAGC-3′; 5′-TTTTGACCCTTCTGAGCTTTTG-3′).

### Library preparation and sequencing

Total RNA was extracted from sorted cells with an RNeasy plus mini kit (QIAGEN) according to the manufacturer’s instructions. The quantity and quality of the isolated RNA was determined with a Qubit (1.0) Fluorometer (Life Technologies) and a 4200 TapeStation System (Agilent). The libraries were prepared following the Takara SMART-Seq v4 Ultra Low Input RNA Kit, with PolyA selection. This protocol relies on the template switching activity of reverse transcriptases to enrich for full-length cDNAs and to add defined PCR adapters directly to both ends of the first-strand cDNA. Briefly, total RNA samples (0.25–10 ng) were reverse transcribed using random priming into double-stranded cDNA in the presence of a template switch oligo. When the SMARTScribe Reverse Transcriptase reaches the 5′ end of the RNA, its terminal transferase activity adds a few nucleotides to the 3′ end of the cDNA. The SMART-Seq Oligonucleotide base-pairs with the non-templated nucleotide stretch, creating an extended template to allow the reverse transcriptase to continue replicating to the end of the oligonucleotide. The SMART-Seq primer and oligo serve as universal priming sites for cDNA amplification by PCR. 0.5 ng of cDNA from each sample were tagmented and amplified using Illumina Nextera XT kit. The resulting libraries were pooled, double-sided size selected (0.5× followed by 0.8× ratio using Beckman Ampure XP beads), and quantified using an Agilent 4200 TapeStation System.

For the CD27SP NK cell isolated from the BM, after quantification, libraries were prepared for loading accordingly to the NovaSeq workflow with the NovaSeq6000 Reagent Kit (Illumina). Cluster generation and sequencing were performed on a NovaSeq6000 System with a run configuration of single end 100 bp with a depth of around 20 Mio reads per sample. FASTQ files were processed using Nextflow and the nfcore/RNAseq pipeline with default values (Di Tommaso et al, 2017; Ewels et al, 2020). Quantification of transcript expression on the gene level was computed using Salmon and the GRCh38 reference transcriptome (Patro et al, 2017).

### RNA-seq analyses

For gene-level testing, statistical significance was assessed using three independent statistical methods to be more robust: DESeq2 (Wald test), edgeR (QLF test), and limma-trend (Robinson et al, 2010; Love et al, 2014; Ritchie et al, 2015). The maximum q-value of the three methods was taken as aggregate q-value, which corresponds to taking the intersection of significant genes from all three tests. Statistical testing and visualization (heatmap, volcano plot) have been performed using the Omics Playground version v2.7.8 (Akhmedov et al, 2020). Gene set enrichment analysis was performed using the KEGG gene sets (Kanehisa & Goto, 2000) and a combination of three statistical tests: fGSEA (Korotkevich, 2021 *Preprint*), (Fisher, 1922), and GSVA (Hanzelmann et al, 2013).

### Statistical analyses

Unless otherwise described, unpaired *t* test were performed using Prism software (version 8.2.0; GraphPad). Where indicated, paired *t* test or two-way ANOVA test were performed using Prism software (version 8.2.0; GraphPad). Differences were considered significant when *P* ≤ 0.05 (*), very significant when *P* ≤ 0.01 (**), and highly significant when *P* ≤ 0.001 (***).

## Data Availability

RNA-seq datasets are available in the GEO repository under the number GSE220930. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

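RNA-seq libraries of CD27SP NK cells from the BM of *Ncr1cre Myc* wt/wt and *Ncr1cre Myc* fl/fl mice were analysed, 3 per genotype, with the replicate numbers 1, 2 and 4 in each genotype. The authors' tables hold, for every mouse transcript, the estimated count, which is not normalized, the TPM value, and the effective length. The table columns are those of kallisto's output, whereas the methods name Salmon within the nf-core/RNAseq pipeline with default values and the GRCh38 reference transcriptome. The authors' sequencing was single end, and transcripts were quantified by the authors. Effective lengths exceed the transcript length in places, and which correction was applied to them is not known here.

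Estimated counts were summed by gene symbol through the GENCODE M21 annotation of GRCm38, giving 25690 symbols, and rounded. Genes were kept by edgeR's filterByExpr with its defaults (15474 genes), normalized by TMM and compared by edgeR's quasi-likelihood test (version 4.0.16) in R 4.3.3, with the replicate number as a block. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene passed the threshold at an adjusted p below 0.01 and an absolute log2 fold change of at least 0.5. The rule of the methods, the largest adjusted p of DESeq2 (1.42.0), edgeR and limma-trend (3.58.1), was applied as well. CPM values are normalized by TMM. A fold change of a gene with at most 3 counts in every library of one genotype is given as a lower bound.

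Lists of genes were tested with camera at a preset correlation of 0.01, with fry, and with fgsea (1.28.0). P-values were adjusted over the 8 lists of the paper's pathways and, apart from these, over 13 lists of cell type markers, with a limit of 0.05. The ribosomal protein, proteasome and DNA replication lists were written from gene names, since the KEGG sets were not used here. The lists of Fig 4B and Fig S3 were copied from the figures, and those of Fig 4B were chosen by the authors on these libraries. The marker lists covered basophils and mast cells, granulocyte-monocyte progenitors, neutrophils, monocytes, erythroid cells, B cells, T cells, plasmacytoid dendritic cells, platelets and megakaryocytes, NK cells, mature NK cells, immature NK cells and ILC1s. The share of counts on ribosomal protein genes was compared by an exact permutation test, with 95% Wilson intervals per library. These intervals cover counting error only.

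Before the data were examined, the tests, the lists, the alternatives and the rule for naming genes were set. The text names the genes that the paper names, the 5 largest rises and the 5 largest falls past the threshold that went the same way in all 3 pairs, the 2 genes with the smallest adjusted p in each list of Fig S3, and the 3 most abundant genes of each marker list. The alternatives were the fit without the replicate block, each replicate left out in turn, DESeq2, limma-trend, offsets from effective lengths, an adjusted p below 0.05 without a fold change limit, no filter on low counts, at least 10 counts in every library, library size only, TMM factors computed without ribosomal protein genes, removal of the trend with gene length, fry, fgsea, and for the share TPM or a total without mitochondrial genes. The removal of the trend with GC content, camera with estimated correlations and fry without the block were chosen after seeing the data.

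The block was used because the paper calls its analyses paired. Whether equal numbers mark paired mice was checked by correlating, across 15470 genes, each library's deviation from its genotype's mean with that of the library of the same number. The correlations were −0.021, −0.031 and 0.00966 for replicates 1, 2 and 4, below the 0.1 set as the limit, so they do not show that the numbers pair the mice. Genes of the Y chromosome were left out of these correlations. By those genes, libraries of the same number matched in sex, with replicate 4 apart from replicates 1 and 2 in both genotypes. This is a matching by number, but it cannot tell replicates 1 and 2 apart. The fit without the block is one of the alternatives. Replicates of one genotype differed by more than counting noise, with a chi-square per degree of freedom from 39.4 to 100.1, so they are distinct libraries.

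The tests were tried on simulated data with the depths of these libraries, where 200 genes were changed by a log2 fold change of 1 and 197 of them were tested. The share recovered was 37.6% in edgeR with the block, 39.1% without it, 48.7% in DESeq2 and 33.5% in limma-trend, with 3, 1, 4 and 3 unchanged genes called. A gene with such a change is thus missed more often than not at this number of libraries. Of 20 random sets, 1, 2 and 1 had an unadjusted p below 0.05 in camera, fry and fgsea, and the planted set was found by each. The simulated genes were drawn independently of each other and without a replicate effect. The trial therefore cannot show how often these set tests err where genes are correlated, on which the calls in the real libraries depend.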

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

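For the marker lists, the tests of one common fall in the share of NK cells and of RNA from other BM cells were chosen after the rises had been seen, as was the removal of the trend with GC content, whereas the tests of depth, scaling and gene length were set before. Lists of markers of other BM cells, which the paper does not analyse, were higher in *Ncr1cre Myc* fl/fl than in *Ncr1cre Myc* wt/wt libraries. The median log2 fold change was 2.53 for basophils and mast cells, 2.58 for granulocyte-monocyte progenitors, 1.97 for neutrophils and 1.90 for monocytes. It was 3.20 for erythroid cells, 1.23 for plasmacytoid dendritic cells and 2.35 for platelets and megakaryocytes. Higher in each of the 3 pairs were 10 of 10, 7 of 8, 7 of 7, 7 of 7, 12 of 13, 6 of 7 and 3 of 5 genes in the same order. The *Ncr1cre Myc* wt/wt libraries themselves had 6, 5, 2, 5, 8, 7 and 4 of these genes at 1 CPM or more. Fig 4B, picked by the authors on these libraries, holds 3, 5, 0, 2, 5, 1 and 0 of them.

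Over the 13 marker lists, camera's adjusted p was 5.48e-28, 1.00e-31, 3.57e-06, 4.25e-10, 8.66e-23, 4.92e-07 and 0.000117. In fry with the replicate block the first 6 of these lists stayed below 0.05, and platelets and megakaryocytes had 0.113 (0.0478 without the block). With the correlation estimated, 0 lists passed, their adjusted p-values lying at 0.127 and above. Counting lists past camera's limit does not set the genotypes apart: 3 of the 10 splits of the 6 libraries into 3 and 3 gave 9 lists, the real split included. The mean size of the medians was 1.29 in the real split and between 0.30 and 0.59 in the others.

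The tables argue against several technical explanations as the whole cause. Without replicate 1, which holds the shallow *Ncr1cre Myc* wt/wt library, the smallest of the 7 medians was 1.16. With library sizes alone it was 1.24, with the trend of gene length removed 1.13 and with that of GC content removed 1.21. A single fall in the share of NK cells would raise all such markers alike only if NK cells expressed none of them. How much of each marker came from NK cells is not known, so unequal rises cannot exclude such a fall. Over 54 genes of 8 lists with less than 10 CPM in *Ncr1cre Myc* wt/wt cells, 45.7% of the variance of the rises lay between lists, against a median of 12.3% with shuffled list labels (permutation test, p = 0.0005). Among these genes, 6 B cell markers rose by 0.89 ± 0.57 and 8 erythroid markers by 3.07 ± 0.23 on the log2 scale (SD, n = 3 pairs). Over all 13 erythroid markers the medians of pairs 1, 2 and 4 were 3.60, 3.83 and 1.59. Those of all 7 B cell markers were 1.28, 0.74 and 1.20. The summed markers changed by 1.08 ± 0.43 for erythroid and −0.28 ± 0.80 for B cells (SD, n = 3 pairs). The test of the variance between lists took the place of a comparison of summed markers after the result of that comparison had been seen. The reason was that the erythroid sum was dominated by *Car2*, which had 591 CPM in *Ncr1cre Myc* wt/wt cells. Both the test and the comparison showed changes that differ between lists, which leaves a single fall in the share of NK cells open.

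RNA of other BM cells in the sorted samples, in proportions that differ between cell types, stays open and is consistent with how the markers move between the *Ncr1cre Myc* fl/fl libraries. Within these libraries, 43.6% of the variance of 53 marker genes lay between the 7 lists, against a median of 10.7% with shuffled labels (permutation test, p = 0.0001, the smallest p that 10000 shuffles can give). In the *Ncr1cre Myc* fl/fl library of replicate 4, basophil and mast cell markers lay −0.78 from the mean of the 3 libraries on the log2 scale and granulocyte-monocyte progenitor markers 0.38. The most abundant genes of the 7 lists in *Ncr1cre Myc* fl/fl cells were *Irf8*, with 658 CPM, *Car2* with 565, *Mpo* with 543, *Hba-a2* with 342 and *Hbb-bs* with 276. In *Ncr1cre Myc* wt/wt cells they had 270.0, 591, 88.6, 45.6 and 39.7 CPM, so *Car2* was not higher in *Ncr1cre Myc* fl/fl cells. Expression of such genes by the Myc-deficient NK cells themselves was not tested and also stays open, and so does a link with the genotype through the number of cells sorted, which the tables do not give.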

How the results depend on the processing

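The alternatives with the trend of GC content removed, with camera's correlation estimated and with fry without the block were chosen after seeing the data. Directions held far better than counts. Across the alternatives of all single genes and lists followed, 1010 values kept direction and side of the threshold, 135 became weaker, 38 stronger and 16 reversed. Why the counts below moved, the cause was not tested, except that fits without a replicate have fewer libraries and the looser threshold admits more genes.

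Against 135 lower and 198 higher genes in edgeR, DESeq2 gave 548 and 645, offsets from effective lengths 8 and 24, an adjusted p below 0.05 without a fold change limit 523 and 689, no filter on low counts 378 and 524, and library sizes alone 25 and 49. With limma-trend, 78 genes were lower. Without the replicate block edgeR gave 184 lower and 203 higher genes, and *Myc*, *Slc7a5* and *Mki67* stayed past the threshold at adjusted p-values of 0.00107, 0.00338 and 0.00538. With one replicate left out, 10 to 114 genes were lower and 49 to 162 higher, the fewest without replicate 1. By all 3 methods, 126 genes were lower without the replicate block, and with one replicate left out 10 to 54 were lower and 42 to 116 higher.

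Of the lower genes of Fig 4B, 7 passed with offsets from effective lengths, 18 with library sizes alone and 6 to 38 with one replicate left out. For the translation-related genes these counts were 2, 10 and 3 to 22, and for the higher genes 17, 28 and 25 to 49. Without replicate 1, 6 lower, 3 translation-related and 25 higher genes passed.

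Of the cell cycle genes, 4 passed without the block, 9 with DESeq2, 6 with no filter on low counts and 0 to 3 with one replicate left out. Of the oxidative phosphorylation genes, 4, 12, 9 and 0 to 3 passed in the same settings. Of the glycolysis genes, 7 passed with DESeq2, 1 with effective lengths, 7 with no filter, 1 with library sizes alone and 1 to 2 with one replicate left out. Of the polyamine genes, 0 passed with effective lengths and 0 to 1 with one replicate left out. Of the glutamine family genes, 10 passed with DESeq2, 1 with limma-trend, 0 with effective lengths, 1 with library sizes alone, 1 with the trend of gene length removed and 1 to 3 with one replicate left out.

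With one replicate left out, the log2 fold change of *Myc* ran from −1.62 to −1.30, that of *Slc7a5* from −1.85 to −1.31 and that of *Mki67* from −1.49 to −1.14. *Slc7a5* lost its place past the threshold with effective lengths (−1.50) and with library sizes alone (−1.52), and *Mki67* with effective lengths (−1.28). *Myc* was above 0.01 only without replicate 1. The direction of all 3 was kept in every alternative run.

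The medians of the 5 lists that camera called were unchanged by the choice of test, but their calls were not. In fry with the replicate block none passed (adjusted p = 0.0857 for each, limma), at medians of −0.93 for ribosomal protein, −0.32 for proteasome, −0.47 for DNA replication, −0.47 for cell cycle, −0.26 for oxidative phosphorylation genes. With camera's correlation estimated, the same medians had an adjusted p from 0.331 to 0.337, and 0 marker lists passed. In fgsea the glutamine family genes passed (−0.022), and in fry without the block so did the polyamine genes (−0.12, adjusted p = 0.0184), the glutamine family genes (−0.019, adjusted p = 0.0229) and the 5 lists that camera called (adjusted p = 0.00687 for the ribosomal protein genes and 0.0150 for each of the others).

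Medians near 0 changed sign. That of glycolysis was −0.00048 with the trend of gene length removed and −0.0059 with that of GC content removed, and ran from −0.023 to 0.033 with one replicate left out, below 0 at −0.023 and −0.0060. That of the polyamine genes reached 0.0050 without replicate 1, from −0.15 to 0.0050, and that of the glutamine family genes 0.014 with the trend of gene length removed and 0.017 without replicate 4, from −0.11 to 0.017. Among marker genes, *Car2* was 0.066 and *Ighm* 0.15 without replicate 1, *Emb* −0.081 and *Tcf7* −0.016 without replicate 2, and *Ebf1* −0.0050, *Cd3g* 0.20 and *Klrk1* 0.018 without replicate 4. *Cd3g* was 0.057 with the trend of gene length removed, and the mature NK cell markers had a median of 0.016 without replicate 1. Over the fits that left out one replicate, *Car2* ran from −0.33 to 0.066, *Ighm* from −0.63 to 0.15, *Emb* from −0.081 to 0.32, *Tcf7* from −0.016 to 0.29, *Ebf1* from −0.0050 to 1.36, *Cd3g* from −0.25 to 0.20, *Klrk1* from −0.16 to 0.018 and the mature NK cell markers from −0.20 to 0.016. None of the results that reversed was past the threshold in edgeR or camera with the block and all libraries. The difference in the share of ribosomal protein genes was −2.81 points in TPM, and the cause was not tested. The scalings moved the median of all genes by less than 0.1, to at most 0.026. The first *Ncr1cre Myc* wt/wt library limits weakly expressed genes, with 11327 genes at 10 counts or more.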

Differences from the paper's values

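No test was chosen after these differences were seen. By the rule of all 3 methods, 144 genes were higher in *Ncr1cre Myc* fl/fl cells, against the paper's 69. Of the alternatives set before the data were examined, the value without replicate 1 (48) lay within 1.5 times the paper's, and those without the replicate block (125), without replicate 2 (42) and without replicate 4 (116) did not. The depth stated in the paper's methods is 20 Mio reads for each sample, while the median library held 55.2 Mio estimated counts in *Ncr1cre Myc* wt/wt and 57.9 Mio in *Ncr1cre Myc* fl/fl cells. No alternative concerned the depth.

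Among the genes in Fig 4B that did not pass the threshold in edgeR with the block, the adjusted p-values were 0.0118 for *Alas2*, 0.0132 for *Atp6v0a1*, 0.0972 for *Bcl3*, 0.0158 for *Cnmd*, 0.0107 for *Nabp1* and 0.0112 for *Serpina3g*. In edgeR without the block, *Alas2* (0.00851), *Atp6v0a1* (0.00644), *Nabp1* (0.00538) and *Serpina3g* (0.00492) passed. DESeq2 called these 4 and *Cnmd* (0.000257). *Bcl3* passed neither in edgeR without the block nor in DESeq2 or limma-trend. These genes lay on the side of zero that the figure shows.

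The paper describes cell cycle genes as not significantly altered, and by its rule of all 3 methods 0 were lower and 0 higher, both with the block and without it. At an unadjusted p below 0.05 in edgeR, 12 were lower and 3 higher. By single methods, 4 passed in edgeR without the block and 9 with DESeq2. The medians of the ribosomal protein, DNA replication and proteasome lists were −0.93, −0.47 and −0.32. Fig 4C, read by eye, shows about −0.79, about −0.34 and about −0.24 for its sets. The lists here were not the KEGG sets and no error is known for the readings, so only direction and order can be compared. Direction and order were the same.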

Other observations

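Of the tests below, those of the NK cell markers and of the *Myc* exons were chosen after the results had been seen, as was the removal of the GC trend. The lower ribosomal protein genes were weighed against technical explanations. Their median log2 fold change was −0.80 with the trend of gene length removed and −0.95 with that of GC content removed. It was −1.0 without replicate 1 and −0.93 with TMM factors computed without ribosomal protein genes. These factors left the median of all genes at 0.012 against 0.014, so they hardly changed the scaling and cannot test it. Lists of other genes matched on abundance and length had a median of −0.17, and 0 of 10000 were as low, the lowest at −0.31. A dilution of NK cell RNA by cells without ribosomal transcripts would have lowered NK cell markers and ribosomal protein genes alike. The 12 NK cell markers had a median of 0.11, from −0.64 to 1.73, with 4 lower and 8 higher. None of them fell as far as the ribosomal protein median of −0.93. Apart from scaling, these values argue against each as the whole cause. A dependence on the genotype stays open as a hypothesis found and tested on the same data, and reads shared with pseudogenes were not tested.

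The *Ncr1cre Myc* fl/fl cells kept 37.0% of the *Myc* level. The estimated counts of its transcripts fell unequally. ENSMUST00000188482 and ENSMUST00000191178 had no count in the *Ncr1cre Myc* fl/fl libraries, ENSMUST00000160009 was left at 3.74% (from 2.53% to 9.01% with one replicate left out), and ENSMUST00000159327 was left at 76.2% (from 52.6% to 97.7% with one replicate left out). Whether reads came from exons outside the deleted segment or from cells that had kept the gene cannot be told apart, because the tables hold no counts per exon and the deleted segment is not marked in the annotation.

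The 6 libraries can be split into 3 and 3 in 10 ways, so no share below 0.1 can be reached. In edgeR without the block, 1 of the 10 splits, the real one, gave as many as 387 genes, and by all 3 methods 1 gave as many as 251, while each other split gave 0 in both. A median as far from 0 was reached by 1 split for the ribosomal protein genes, 1 for the proteasome, 1 for DNA replication, 1 for the cell cycle, 1 for oxidative phosphorylation, 1 for polyamine, 10 for glycolysis and 7 for the glutamine family genes.

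Some genes that the paper measured as proteins or in other cells were read here in CD27SP cells, with log2 fold changes of 0.37 for *Bcl2*, 0.47 for *Il2rb*, 0.32 for *Il2rg*, 0.48 for *Stat5a*, 0.48 for *Stat5b*, −0.73 for *Klrg1*, −0.64 for *Gzma*, 0.36 for *Ifng*, 1.73 for *Gzmb* and 1.46 for *Mycn*. None passed the threshold in edgeR with the block and all libraries, while *Gzma* and *Mycn* passed in DESeq2, at adjusted p-values of 0.00992 and 0.00123, and *Gzmb* and *Mycn* in edgeR with no filter on low counts, at 0.000212 and 0.00783. In edgeR with the block the adjusted p was 0.0216 for *Gzmb* and 0.0241 for *Mycn*. The *Ncr1cre Myc* fl/fl library of replicate 4 stood apart for *Gzmb*, with 1488 CPM against 472 and 358 in replicates 1 and 2, and for *Klrg1*, with 37.1 against 7.93 and 7.85. With one replicate left out, the log2 fold change ran from 1.03 to 2.18 for *Gzmb* and from −1.59 to −0.23 for *Klrg1*. Without replicate 4 both passed the threshold in edgeR, *Gzmb* at 1.03 (adjusted p = 0.00727) and *Klrg1* at −1.59 (adjusted p = 0.00375).

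Other marker lists had medians of 0.82 for B cells, 0.28 for T cells, 0.11 for NK cells, −0.059 for mature NK cells, 0.20 for immature NK cells and 0.34 for ILC1s. The last pair had a camera adjusted p of 0.0132 and 0.00128, in fry with the block of 0.200 and 0.0802, and in fry without it of 0.0671 and 0.0270. NK cells had 0.0656 in fry with the block and 0.0128 without it. The 3 most abundant markers of each list had these log2 fold changes. For basophils and mast cells they were *Cpa3* (1.96), *Prss34* (5.20) and *Mcpt8* (5.00), for granulocyte-monocyte progenitors *Mpo* (2.60), *Elane* (2.90) and *Ctsg* (2.70), for neutrophils *S100a8* (1.66), *S100a9* (1.48) and *Ngp* (1.97) and for monocytes *Ms4a6c* (0.85), *F13a1* (2.08) and *Lyz2* (2.02). For erythroid cells they were *Car2* (−0.089), *Hba-a2* (3.46) and *Hbb-bs* (3.20), for B cells *Ighm* (−0.29), *Cd79b* (0.87) and *Ebf1* (0.51), for T cells *Cd3d* (−0.51), *Cd3g* (−0.055) and *Cd3e* (0.48), for plasmacytoid dendritic cells *Irf8* (1.28), *Tcf4* (0.45) and *Cox6a2* (−0.41) and for platelets and megakaryocytes *Pf4* (2.35), *Ppbp* (2.11) and *Itga2b* (2.60). For NK cells they were *Nkg7* (0.27), *Il2rb* (0.47) and *Klrk1* (−0.046), for mature NK cells *Gzma* (−0.64), *Prf1* (0.93) and *Ly6c2* (0.83), for immature NK cells *Cd7* (0.60), *Emb* (0.13) and *Tcf7* (0.11) and for ILC1s *Cxcr6* (0.20), *Tmem176b* (0.58) and *Inpp4b* (1.36).

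Genes of the Y chromosome were read in replicates 1 and 2 of both genotypes and were far lower in replicate 4 of both. The highest in replicate 4 was *Kdm5d*, with 3.30 CPM in *Ncr1cre Myc* wt/wt and 2.90 in *Ncr1cre Myc* fl/fl cells. It had at least 35.3 CPM in replicates 1 and 2. *Ddx3y* had 110.4, 89.6 and 0.137 CPM in *Ncr1cre Myc* wt/wt libraries 1, 2 and 4 and 113, 117 and 0.0167 in *Ncr1cre Myc* fl/fl libraries 1, 2 and 4. The sexes were thus balanced between the genotypes, and the difference in sex falls together with replicate 4 in both.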
